# Disulfiram/Copper Induces Immunogenic Cell Death and Enhances CD47 Blockade in Hepatocellular Carcinoma

**DOI:** 10.3390/cancers14194715

**Published:** 2022-09-28

**Authors:** Xingxing Gao, Hechen Huang, Caixu Pan, Zhibin Mei, Shengyong Yin, Lin Zhou, Shusen Zheng

**Keywords:** disulfiram, immunogenic cell death, NPL4, immunotherapy, CD47 blockade

## Abstract

**Simple Summary:**

The combination of disulfiram and copper is a novel anti-cancer drug under clinical development for the treatment of several tumor types including hepatocellular carcinoma. In this study, we investigated the potential of disulfiram and copper to induce immunogenic cell death and whether it could enhance the efficacy of immune checkpoint blockade. Our results showed that treatment with disulfiram and copper induced the release of damage-associated molecular patterns, such as calreticulin, ATP, and high mobility group box 1; thus, eliciting the maturation and activation of dendritic cells. The treatment with disulfiram and copper further enhanced the efficacy of CD47 blockade. Mechanically, disulfiram and copper promoted the nuclear accumulation and aggregation of nuclear protein localization protein 4 to inhibit the ubiquitin-proteasome system, thus, inducing endoplasmic reticulum stress. Taken together, the present findings suggest the potential clinical applications of disulfiram and copper in hepatocellular carcinoma.

**Abstract:**

Some chemotherapeutic agents have been found to enhance antitumor immunity by inducing immunogenic cell death (ICD). The combination of disulfiram (DSF) and copper (Cu) has demonstrated anti-tumor effects in a range of malignancies including hepatocellular carcinoma (HCC). However, the potential of DSF/Cu as an ICD inducer and whether it can enhance the efficacy of the immune checkpoint blockade in HCC remains unknown. Here, we showed that DSF/Cu-treated HCC cells exhibited characteristics of ICD in vitro, such as calreticulin (CRT) exposure, ATP secretion, and high mobility group box 1 (HMGB1) release. DSF/Cu-treated HCC cells elicited significant immune memory in a vaccination assay. DSF/Cu treatment promoted dendritic cell activation and maturation. The combination of DSF/Cu and CD47 blockade further facilitated DC maturation and subsequently enhanced CD8^+^ T cell cytotoxicity. Mechanically, DSF/Cu promoted the nuclear accumulation and aggregation of nuclear protein localization protein 4 (NPL4) to inhibit the ubiquitin-proteasome system; thus, inducing endoplasmic reticulum (ER) stress. The inhibition of NPL4 induced ICD-associated damage-associated molecular patterns. Collectively, our findings demonstrated that DSF/Cu-induced ICD-mediated immune activation in HCC enhanced the efficacy of CD47 blockade.

## 1. Introduction

Hepatocellular carcinoma (HCC), one of the most common malignant tumors, is the predominant cause of cancer-related deaths and has limited treatment options [1]. The manipulation of the immune system has proven to be an effective strategy for cancer therapy, whereas the majority of HCC patients still experience limited benefits from immune-based therapy [2]. Cancer-induced immunotolerance in the tumor microenvironment may partially explain the failure of clinical outcomes [3]. As a primary metabolic organ, the liver evolves multiple immune-suppressive mechanisms by receiving non-self-antigens from nutrients or resident microbes [4]. The hepatic immunosuppressive environment is mainly maintained by Kupffer cells, regulatory T cells, and myeloid-derived suppressor cells, mediated by pro- and anti-inflammatory cytokines [5]. Therefore, the use of additional agents or specific treatments to convert the immune-suppressive microenvironment into an inflammatory microenvironment could be an efficient strategy in HCC therapy.

Immunogenic cell death (ICD) is a particular form of stress-dependent cell death that can drive an immune response against dead cell-related antigens coupled with the activation of cytotoxic T lymphocyte (CTL)-driven adaptive immunity [6,7]. ICD is characterized by the coordinated release of a series of damage-associated molecular patterns (DAMPs), including the exposure of calreticulin (CRT) on the surface of dying cancer cells, the secretion of adenosine triphosphate (ATP), the release of high mobility group box 1 (HMGB1) and the activation of type I interferon (IFN) response [8,9,10]. These DAMPs can recruit the dendritic cells (DCs) and function as ‘eat me’ signals and subsequently attract cytotoxic T lymphocytes into the tumor microenvironment [11]. Recently, some chemotherapeutic agents, including anthracyclines, proteasome inhibitors, and DNA-damaging agents, have been documented to elicit bona fide ICDs and achieve better efficacy in combination with immune checkpoint blockade [12,13,14,15,16]. Therefore, the induction of ICD by chemotherapeutic agents may provide a novel strategy to inhibit tumor progression by inducing broad antitumor immunity.

Disulfiram (DSF), an old anti-alcoholism drug, recently showed anti-tumor potential in several cancer types, including HCC, lung cancer, breast cancer, and glioma [17,18]. Researchers have demonstrated that DSF interacted with copper (Cu) to form the metabolite CuET, which acts as a shuttle for Cu to cross the cell membrane and release Cu under oxidative conditions; thus, targeting cancer via inhibiting the activity of p97-dependent proteasomes via nuclear protein localization protein 4 (NPL4) [19,20]. Despite this, the potential therapeutic applications of DSF/Cu in HCC need to be further explored. As a potential proteasome inhibitor, the potential of DSF/Cu to induce ICD also deserves further investigation. Sun and colleagues found that DSF/Cu could enhance the ionizing radiation (IR) induced ICD in breast cancer [21]. You and colleagues found that DSF/Cu treatment increases the membrane exposure of CRT [22]. Thus, we hypothesized that DSF/Cu induces ICD via the inhibition of a ubiquitin-proteasome system and could promote the antitumor effect of immunotherapy in HCC.

In the current study, we demonstrated that DSF/Cu induced ICD in HCC and subsequently activated DCs. DSF/Cu induced ER stress through the inhibition of the ubiquitin-proteasome system via the nuclear accumulation and aggregation of NPL4. DSF/Cu-mediated enhancement of tumor immunogenicity improved CD47 blockade efficacy in HCC.

## 2. Materials and Methods

### 2.1. Cell Culture

HCC-LM3, Huh7, and Hepa1–6 cells were obtained from America Type Culture Collection (Manassas, VA, USA) in 2017. The methods of cell culture are presented in Supplementary Methods. 

### 2.2. Reagents

Disulfiram (Selleck, S1680) and copper gluconate (CuGlu, Sangon Biotech, A503014) with over 99% purity were used for the study. The antibody to NPL4 (sc-365796) was obtained from Santa Cruz. The antibodies to EIF2S1 (ab32157), XBP1 (ab220783), and EIF2S1 (phosphor S51) (ab32157) were obtained from Abcam. The antibodies to CHOP (A0221), Ubiquitin (A18185), β-tubulin (A7074), and Lamin-B (A19970) were obtained from Abclonal. The antibodies to Zombie NIR™ APC-CY7(423106), CD45 FITC (103108)/PE (103106), CD11c PE (117308)/APC (117310), I-Ab PE-CY7 (116420), CD80 PE-CY5.5 (104712), CD86 APC (105012), CD3 APC (100236), CD8 PE (100708)/APC-CY7 (100712), CD4 PE (130310), CD44 PE-CY7(103010), CD62L APC (104412), Granzyme B PE-CY7(372213), and IFN-γ PE-CY5.5(505821) were obtained from eBioscience (San Diego, CA, USA).

### 2.3. Cell Viability Assay

Procedures for the cell viability assay are described in Supplementary Methods. 

### 2.4. Colony Formation Assays

Procedures for the colony formation assay are described in Supplementary Methods. 

### 2.5. Determination of Apoptosis, Surface CRT, ATP and HMGB1 Release 

Cells were grown to 40–50% confluence in 6-well plates, washed, and then incubated with increasing concentrations of DSF/Cu for 24 h. Tumor cell death induced by DSF/Cu was assessed using an Apoptosis Detection Kit Annexin V/Propidium Iodide kit (Vazyme, Nanjing, China), and surface CRT (CST, 62304S, Danvers, MA, USA) was detected by flow cytometry. The supernatants of cells cultured under the conditions described above were evaluated for extracellular HMGB1 levels using an ELISA kit (Cusabio, CSB-E08223h and CSB-E08225m, Wuhan, China). Extracellular ATP was quantified using an Enhanced ATP Assay Kit (Beyotime, S0027, Shanghai, China).

### 2.6. Immunoblotting

Procedures for immunoblotting are described in Supplementary Methods.

### 2.7. Immunofluorescence

Procedures for immunofluorescence are described in Supplementary Methods. 

### 2.8. Tumor Model and Treatment

*Orthotopic Tumor model*: A 12.5 μL mixture of RPMI 1640 medium and Basement Membrane Matrix (with the ratio of 1:1, 354248, Corning, NY, USA) containing 10^5^ Hepa 1–6 cells was injected into the left liver lobe of mice to establish the orthotopic tumor-bearing model. According to Zdenek’s study, mice received oral administration of 0.15 mg kg^−1^ CuGlu and 50 mg kg^−1^ DSF every day from day 5 [19]. CuGlu was administered 2 h before DSF. For the CD47 blockade treatment, a monoclonal anti-mouse CD47 antibody (BE0270, BioXcell, Lebanon, NH, USA) was injected to the subcutaneous model (250 µg/mouse, i.p., on days 3, 6, 9, 12). At day 15, mice were euthanized, and the tumors were removed for measurement of tumor weight and size.

*Vaccination experiments*: 10^6^ dead Hepa1–6 cells treated with DSF/Cu were injected into the right flank of a male C57BL/6 mouse (4 weeks). After 7 days, 4 × 10^5^ live Hepa1–6 cells were injected into the left flank. Incidence and growth of tumors were monitored every 2–3 days. 

### 2.9. Dendritic Cell Activation and Phagocytosis Assays

Procedures for Dendritic cell activation and phagocytosis assays are described in Supplementary Methods.

### 2.10. Flow Cytometry Staining

Procedures for flow cytometry staining are described in Supplementary Methods. 

### 2.11. siRNA

Procedures for siRNA are described in Supplementary Methods. 

### 2.12. RNA Extraction, RNA-seq and Data Analysis

LM3 cells were treated with DSF/Cu in a concentration of 0.2 μM for 24 h or transfected with siRNA-NC or NPL4 siRNA-1. Total RNA of normal control and treated cells was isolated by TRIzol (Life Technologies, Carlsbad, CA, USA). The mRNA was sequenced by Illumina HiSeq 2500. Clean data were deposited in the NCBI Gene Expression Omnibus (GSE211734/PRJNA871352) The sequencing reads were aligned to the human reference sequence (UCSC/hg38.p12) by HISAT2 [23]. The feature Counts function was performed for each gene count from trimmed reads against the GENCODE (release 30) transcript models [24]. Differential gene expression analysis was quantitated by edgeR [25]. The top 200 significantly differentially expressed genes were used for GO and KEGG enrichment. The analysis of differentially expressed genes and gene-set enrichment analysis was implemented by the R package of Cluster Profiler. 

### 2.13. Statistics 

The Student t test and Mann–Whitney U test were used to compare the statistical difference between pairs of groups using Prism GraphPad software (not significant (ns), *p* > 0.05; *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001). All the data were described as the mean ± SEM, unless otherwise stated. Flow cytometry data were analyzed by FlowJo.10 (TreeStar, San Francisco, CA, USA).

## 3. Results

### 3.1. The Combination of DSF/Cu Inhibits Cell Proliferation and Induces Apoptosis of HCC Cells

To evaluate the antitumor effect of DSF/Cu on HCC cell lines, we first treated LM3, Huh7, and Hepa1–6 cells with increasing concentrations of DSF and 1 μM Cu for 24 h. Results indicated that mono-treatment with DSF or Cu showed no obvious toxicity against HCC cell lines, whereas the combination of DSF and Cu exhibited strong extra cytotoxic activity against HCC cells dose-dependently (Figure 1A and Figure S1). Next, colony formation assays indicated that DSF/Cu markedly suppressed colony formation capacity in a concentration-dependent manner (Figure 1B). Consistently, the EdU assay implied that the proliferation of HCC cells was inhibited by DSF/Cu dose-dependently (Figure 1C). To further investigate whether the cytotoxicity of DSF/Cu is associated with apoptosis, the apoptotic phenotype of HCC cells treated with DSF/Cu was assessed. The results showed that the apoptotic proportion was significantly increased in a DSF concentration-dependent manner (Figure 1D and Figure S2). Collectively, these results revealed that the treatment with DSF/Cu can decrease malignant cell growth and induce apoptosis in HCC cells. 

### 3.2. DSF/Cu Induces ICD in HCC Cells and Enhances DC Activation 

ICD is a cell death modality that induces an immune response against dead-cell-related antigens, especially when they are released by cancer cells. Several biochemical markers of ICD have been identified, including the exposure of CRT on the cell membrane, the extracellular secretion of ATP and HMGB1, and the activation of the type I IFN response. We first evaluated the surface expression of CRT after 24 h of DSF/Cu treatment. We observed an increase in CRT on the cell surface of dying HCC cells in a DSF concentration-dependent manner (Figure 2A). HMGB1 is released extracellularly from dead tumor cells at the late stage of ICD. After 48 h of DSF/Cu treatment, we observed the increase in the HMGB1 levels in the cell supernatant (Figure 2B). Furthermore, the levels of extracellular ATP were also increased in HCC cells treated with DSF/Cu (Figure 2C). We further performed transcriptome sequencing of normal control and DSF/Cu-treated LM3 cells. 

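LM3 is a human hepatocellular carcinoma cell line. RNA from 3 samples treated with DSF/Cu for 24 h and from 3 control samples, which are labelled DMSO, was sequenced. The paper gives 0.2 μM DSF for these samples, and its supplementary methods give 1 μM copper gluconate. The methods describe alignment with HISAT2, counting with featureCounts and testing with edgeR. The table deposited by the authors holds TPM (transcript abundances already divided by transcript length and scaled to a fixed library total) for 61544 gene rows, not counts. Total counts per sample are therefore unknown. Low TPM values of genes with 1 annotated transcript fell near whole multiples of a step, which gives the number of reads behind a TPM. For a transcript with 2000 effective bases, 1 TPM stood for 31.1 to 35.6 reads in the DMSO samples (median 33.0) and for 29.6 to 33.6 reads in the DSF/Cu samples (median 31.2). Between 12537 and 12758 genes reached 1 TPM in the DMSO samples, and between 12782 and 13322 in the DSF/Cu samples. Values were taken as log2(TPM + 1), and the 12868 genes with a mean of at least 1 TPM over the 6 samples were tested with limma. P-values were adjusted by the Benjamini-Hochberg method. Fold changes on this scale understate the change of genes with low values. Because TPM values share a fixed total, a rise in a few abundant genes lowers the values of all others. The median log2 fold change of all tested genes was -0.12.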

GSEA analysis revealed the activation of type I IFN response and inflammatory response after the treatment with DSF/Cu (Figure 2D). 

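The gene sets scored in Fig. 2D are not used here. In their place, the 41 genes labelled in the heatmap of Fig. 2E were taken for the type I IFN response, and a list of 64 cytokine, chemokine and receptor genes for the inflammatory response. Of the heatmap genes, 28 had a mean of at least 1 TPM. Their mean log2 fold change was 0.31 (median 0.22), with 0.22 to 0.40 in the 3 DSF/Cu samples, and 0.43 relative to the median of all genes. The list passed limma's camera test with a preset correlation of 0.01 (adjusted p = 0.00257 over 13 lists) and limma's fry test (adjusted p = 0.0272). With a correlation estimated from the samples, camera called none of the 13 lists, and the adjusted p of this list was 0.276. In all, 22 of the 28 genes were higher. The running enrichment score over 23643 ranked genes was 0.633. Ranking the genes by the test statistic instead moved the score most, to 0.520. The 37 tested inflammatory response genes had a mean log2 fold change of 0.13 (camera adjusted p = 0.0705), with 20 genes higher and 17 lower. With genes required to reach 1 TPM in every sample, an alternative chosen after the data were seen, their mean was -0.014, and that of the heatmap genes was 0.17. This filter removes genes that rise from low values, such as IL11 (0.913 to 11.4 TPM) and BST2 (0.244 to 4.56 TPM). It therefore cannot decide whether the full lists rose. From its gene set scores, the paper states that type I IFN and inflammatory responses were activated by DSF/Cu.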

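Among the 28 genes of Fig. 2E with a mean of at least 1 TPM, 8 were higher after DSF/Cu and 3 were lower at an adjusted p under 0.05 over all genes tested. Adjusted over the list alone, the counts were 8 and 3. The heatmap shows these same samples and the paper does not state how its genes were chosen, so it is not known whether the second pair of counts is independent evidence. BST2 (ENSG00000130303.14, chromosome 19, 17402939 to 17405630, GRCh38) encodes tetherin and rose from 0.244 ± 0.237 to 4.56 ± 0.312 TPM (SD, n = 3 each). Its log2 fold change was 2.18 (standard error 0.231, limma adjusted p = 4.8e-04). TXNIP rose from 0.514 ± 0.198 to 2.66 ± 1.08 TPM, a log2 fold change of 1.24 (limma adjusted p = 0.0111). C1S, a complement protease gene, rose from 21.9 ± 2.86 to 35.5 ± 2.78 TPM. IFNAR2, which encodes a chain of the type I IFN receptor, fell from 20.4 ± 1.71 to 13.5 ± 0.906 TPM, a log2 fold change of -0.56 (limma adjusted p = 0.00846). IFITM3 fell from 377 ± 4.92 to 296 ± 23.0 TPM, and IFI30 from 84.1 ± 3.60 to 62.3 ± 6.37 TPM. After median-ratio scaling the log2 fold changes of IFITM3 (-0.20) and IFI30 (-0.29) did not pass an adjusted p of 0.05, and after quantile normalization that of IFI30 (-0.27) did not. Only 52.5% of the 31-base words of IFI30 transcripts occur in no other gene, so its value is less certain. Each of these 6 genes had all DSF/Cu samples on one side of all DMSO samples.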

The heatmap also showed that type I IFN response-associated genes were upregulated (Figure 2E). Overall, these results demonstrate that DSF/Cu induced ICD in HCC cell lines in a DSF concentration-dependent manner.

ICD-associated DAMPs released by cells undergoing ICD have been proven to regulate the function of specific innate immune cell subsets, such as DCs [12]. To determine whether the DSF/Cu-induced cell death is immunogenic, we co-cultured DSF/Cu-treated Hepa1–6 cells with mouse BMDCs. The results revealed an efficient DC phagocytosis of the treated Hepa1–6 cells (Figure 2F and Figure S3). The enhanced maturation of DCs was also estimated by cytometry, as shown by I-Ab, CD80, and CD86 surface expression (Figure 2G–I and Figure S3). Therefore, our findings suggested that DSF/Cu promotes DCs maturation and activation in HCC cells.

### 3.3. DSF/Cu Induces ER Stress through a Buildup of Poly-Ubiquitylated Proteins Mediated by NPL4 Aggregation in Cell-Nucleus 

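Of the 12868 genes tested between DMSO-treated and DSF/Cu-treated LM3 cells, 1229 were higher and 2537 lower at an adjusted p under 0.05 in limma, so that 32.6% of the differentially expressed genes were higher. After median-ratio scaling, which sets the median gene at no change, 1830 were higher and 1447 lower (55.8% higher). Quantile normalization gave 1679 higher and 1875 lower (47.2% higher). Both scalings were chosen after the data were seen. By more than 1 on the log2 scale, 382 genes were higher and 108 lower. The samples of the groups did not overlap for 5723 genes (44.5%), where chance gives 10% for 3 samples against 3. The 5 higher genes with the smallest adjusted p were MT1G, MT2A, CRYAB, MT1E and HSPA6. MT2A (ENSG00000125148.7, chromosome 16, 56608584 to 56609497, GRCh38), a metallothionein gene, rose from 15.2 ± 3.03 to 9325 ± 873 TPM (SD, n = 3 each), a log2 fold change of 9.18 (standard error 0.129, limma adjusted p = 3.7e-09). MT1G was listed at 0 in every DMSO sample and at 440, 439 and 422 TPM in the DSF/Cu samples. MT1E was also listed at 0 in the DMSO samples and was at 71.3, 63.4 and 58.03 TPM after DSF/Cu. CRYAB, which encodes a small heat shock protein, rose from 6.77 ± 1.05 to 629 ± 25.2 TPM. HSPA6 rose from 2.22 ± 0.350 to 443 ± 124 TPM, and 42.9% of the 31-base words of its transcripts occur in no other gene. The lower genes with the smallest adjusted p included GPX2, AKR1B10, AGR2 and FASN, with log2 fold changes of -1.09, -1.16, -0.999 and -0.97. Of the 31-base words of AKR1B10, 68.5% occur in no other gene. The fatty acid synthase gene FASN fell from 561 ± 28.1 to 286 ± 12.7 TPM.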

To further explore the mechanism of DSF/Cu-induced ICD in HCC cells, we performed functional enrichment of differentially expressed genes between normal control and DSF/Cu-treated HCC cells. 

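The 9 genes labelled ER stress in Fig. 3B were all higher after DSF/Cu at an adjusted p under 0.05, over all genes tested and adjusted over the list alone. Their mean log2 fold change was 2.04 (limma's camera test, adjusted p = 3.3e-12). The median was 1.26, and HSPA6 (7.08) raised the mean. The 9 legible genes labelled protein ubiquitination were also all higher by both counts, with a mean of 1.69 (camera adjusted p = 2.3e-11). Of these 9, 2 were listed at 0 in every DMSO sample, so this mean depends on the pseudocount. It ranged from 1.31 to 2.44 over the alternatives. Both sets of genes are labelled in a plot of the same samples, so the counts are not independent evidence. DNAJB1 (ENSG00000132002.9, chromosome 19, 14514769 to 14560391, GRCh38), an HSP40 co-chaperone gene, rose from 138 ± 8.86 to 730 ± 150 TPM (SD, n = 3 each), a log2 fold change of 2.37 (standard error 0.129, limma adjusted p = 2.3e-05). DDIT3 (ENSG00000175197.13, chromosome 12, 57516588 to 57521737), which encodes CHOP, rose from 39.6 ± 4.62 to 95.9 ± 8.86 TPM, a log2 fold change of 1.26 (standard error 0.106, limma adjusted p = 1.7e-04). The log2 fold changes of CHAC1, CREBRF, SERPINH1, HSP90AA1 and HERPUD1 were 1.99, 1.21, 1.46, 1.05 and 1.00. Of the 31-base words of HSP90AA1, 73.6% occur in no other gene. The ubiquitin ligase genes FBXO32, TRIM54 and KLHL24 had log2 fold changes of 2.00, 1.48 and 1.95. RFPL4A was listed at 0 in every DMSO sample and at 14.0, 12.4 and 16.5 TPM after DSF/Cu, and only 15.7% of its 31-base words occur in no other gene. RNF223 was likewise listed at 0 and then at 2.79, 3.27 and 3.84 TPM. XBP1 had a log2 fold change of 0.18 (limma adjusted p = 0.0836, 0.00659 to 0.360 over the alternatives) and passed after median-ratio scaling, after quantile normalization and in a fit of all 12 samples. EIF2S1, which encodes eIF2α, had one of -0.18 (limma adjusted p = 0.168), which passed without DSF/Cu replicate 2 (-0.27) and with the GC and length trend removed (-0.28). The paper reports phosphorylation of eIF2α and splicing of XBP1 from Western blots. RNA values per gene measure neither, so they do not bear on those results.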

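Gene lists written from general knowledge gave a wider view of the same samples. Heat shock chaperones and related genes had a mean log2 fold change of 1.03 (median 0.42) over 27 genes (limma's camera test, adjusted p = 4.6e-11). Of these, 17 were higher and 2 lower at an adjusted p under 0.05, and 17 and 3 adjusted over the list alone. Targets of ATF4 and CHOP had a mean of 0.57 over 30 genes (camera adjusted p = 2.4e-08), with 16 higher and 2 lower, and 17 and 3 adjusted over the list alone. PPP1R15A, a member of that list, rose from 27.2 ± 0.479 to 165 ± 26.4 TPM. Ubiquitin genes, conjugating enzymes and ligases had a mean of 0.30 over 43 genes (camera adjusted p = 1.1e-04), with 15 higher and 4 lower, and 16 and 7 adjusted over the list alone. ER chaperones and genes of ER-associated degradation had a mean of -0.16 over 33 genes, or -0.041 relative to the median of all genes. That list did not pass camera (adjusted p = 0.198), and passed fry (adjusted p = 0.0225) and camera with no filter on low values. Its counts were 4 higher and 12 lower, and 7 and 13 adjusted over the list alone. Targets of NRF2, a regulator of oxidative stress genes, had a mean of -0.23 over 30 genes (camera adjusted p = 0.00498), or -0.11 relative to the median of all genes, with 3 higher and 16 lower, and 4 and 16 adjusted over the list alone. Among the 200 genes with the smallest p in either direction were 6 of the ER stress genes, 4 of the ubiquitination genes, 7 heat shock chaperones, 6 targets of ATF4 and CHOP and 7 targets of NRF2. Each overlap passed a one-sided Fisher's exact test against the 12868 genes tested (highest adjusted p = 1.5e-05). For the ER stress and ubiquitination genes, which are labelled in a plot of these samples, this is not independent evidence. The heat shock list shares DNAJB1, HSP90AA1, HSPA6, HSPH1 and SERPINH1 with the ER stress genes, and the ATF4 and CHOP list shares CHAC1 and DDIT3. Results of those lists are therefore not separate from the ER stress genes either. None of the type I IFN genes was among the 200.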

The most significantly expressed genes were enriched to protein ubiquitination, unfolded protein response, and ER stress (Figure 3A,B). ER stress plays a key role in the induction of ICD [26]. The phosphorylation of eIF2α, the initiation part of ER stress, has been proven to be a pathognomonic biomarker of ICD [27]. Thus, we next explored the level of eIF2α phosphorylation in HCC cells treated with DSF/Cu and observed an increased eIF2α phosphorylation at serine 51 (Figure 3C). In addition, X-box binding protein 1 splicing (XBP1s) and CHOP, the other component of ER stress, were also upregulated.

Unfolded protein response undergoes activation upon accumulation of misfolded proteins. Skrott and colleagues recently proposed that DSF/Cu inhibited the ubiquitin-proteasome system by inhibiting NPL4. We also observed an accumulation of poly-ubiquitylated proteins in HCC cells treated with increasing concentrations of DSF/Cu (Figure 3C). Western blot and immunofluorescence showed a nucleus aggregation and accumulation of NPL4 after DSF/Cu treatment (Figure 3D,E). According to the above results, we speculated that DSF/Cu-mediated aggregation of NPL4 led to the accumulation of unfolded proteins and ultimately ER stress.

### 3.4. Inhibition of NPL4 Induces ICD in Hepatocellular Carcinoma

To further explore whether the inhibition of NPL4 induces ICD in HCC cells, siRNAs were used to silence the expression of NPL4 in LM3 cells (Figure 4A). Indeed, inhibition of NPL4 led to a suppression of proliferation in LM3 cells (Figure 4B–D). In addition, NPL4 knockdown contributed to a higher proportion of apoptosis and induced upregulation of ICD markers, including CRT exposure, HMGB1 and ATP release (Figure 4E–H). Results of Western blot also confirmed the accumulation of poly-ubiquitylated proteins and ER stress (Figure 4I). We further performed a transcriptome of LM3 cells transfected with siRNA-NC or siRNA-NPL4. 

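RNA from 3 LM3 samples transfected with siRNA-NC and 3 transfected with NPL4 siRNA-1 was sequenced. The sample labels give 48 h after transfection, and the paper's text does not name the time. In the deposited TPM values, 1 TPM of a transcript with 2000 effective bases stood for 23.3 to 28.3 reads in the siRNA-NC samples (median 25.2) and for 25.5 to 27.4 in the siRNA-NPL4 samples (median 27.1). Between 13592 and 14144 genes reached 1 TPM in the siRNA-NC samples, and between 13798 and 13827 in the siRNA-NPL4 samples. The 13850 genes with a mean of at least 1 TPM over these 6 samples were tested in the same way as for DSF/Cu. NPL4 is encoded by NPLOC4 (ENSG00000182446.14, chromosome 17, 81556887 to 81648465, minus strand, GRCh38). Its values were 165, 151 and 190 TPM in the siRNA-NC samples and 82.7, 76.6 and 76.5 TPM in the siRNA-NPL4 samples. The log2 fold change was -1.09 (standard error 0.0922, limma adjusted p = 2.4e-04). The siRNA sequence GGTACCAGGTGTCCAATCA matches the coding sequence in exon 12 of NPLOC4, at 81589056 to 81589074, in 5 of its 22 annotated transcripts and in no other gene. After siRNA-NPL4, 1652 genes were higher and 1281 lower at an adjusted p under 0.05 (56.3% higher), and 269 were higher and 217 lower by more than 1 on the log2 scale. The balance depended on the scaling, with 1416 higher and 1629 lower (46.5% higher) after median-ratio scaling and 1485 and 1520 (49.4% higher) after quantile normalization. The median log2 fold change was 0.052. Without siRNA-NPL4 replicate 3 the counts were 977 higher and 806 lower. The samples of the groups did not overlap for 5600 genes (40.4%, against 10% by chance). FABP3, LY6E, IGFBP3, BMF and SELENOP were the 5 higher genes with the smallest adjusted p, with log2 fold changes of 2.80, 1.99, 2.63, 2.33 and 1.597. CST1, LGALS1, ANXA10, S100A16 and PHLDA2 were the 5 lower ones, with log2 fold changes of -3.33, -1.40, -1.82, -1.39 and -1.37. Of the 31-base words of CST1, 63.9% occur in no other gene.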

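In the siRNA-NPL4 samples, the 9 genes labelled ER stress in Fig. 3B had a mean log2 fold change of -0.16 (limma's camera test, adjusted p = 0.0583), and 0 were higher and 2 lower at an adjusted p under 0.05, by both the count over all genes and the count adjusted over the list alone. The list passed fry (adjusted p = 0.0259), in the lower direction. Its genes are labelled in a plot of the DSF/Cu samples, so they need not be those behind the paper's Fig. 4J. DDIT3 was at 70.3 ± 3.13 TPM in the siRNA-NC samples and at 72.5 ± 3.45 TPM in the siRNA-NPL4 samples (SD, n = 3 each), a log2 fold change of 0.043 (limma adjusted p = 0.718) that lies within the spread of the replicates. XBP1 had a log2 fold change of 0.25 (limma adjusted p = 0.0264, 0.00884 to 0.0905 over the alternatives), which did not pass when any single replicate was left out. EIF2S1 had one of -0.20 (limma adjusted p = 0.122). As after DSF/Cu, these RNA values measure neither phosphorylation of eIF2α nor splicing of XBP1. The 7 tested genes labelled protein ubiquitination had a mean log2 fold change of 0.033 (camera adjusted p = 0.765), whose sign changed under median-ratio scaling and quantile normalization. Among them FBXO32 rose from 29.5 ± 2.29 to 79.5 ± 5.74 TPM, a log2 fold change of 1.40 (limma adjusted p = 7.8e-05), and TRIM54 fell from 32.1 ± 2.32 to 7.32 ± 0.873 TPM, a log2 fold change of -1.99 (limma adjusted p = 6.0e-05). Ubiquitin genes, conjugating enzymes and ligases had a mean of 0.079 (camera adjusted p = 0.951), with 10 higher and 7 lower, and 11 and 7 adjusted over the list alone. ER chaperones had a mean of -0.076 (camera adjusted p = 0.0484), which did not pass fry. Targets of ATF4 and CHOP had one of -0.0066 (camera adjusted p = 0.362). Heat shock chaperones were lower (-0.13, camera adjusted p = 3.4e-04), as were proteasome subunits (-0.14, camera adjusted p = 1.3e-04), and both passed fry.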

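The log2 fold changes after DSF/Cu and after siRNA-NPL4 were compared over the 12620 genes tested in both. Across genes, which are not independent replicates, Pearson's r was 0.128 and Spearman's rho 0.176. Of the 100 pairs of splits of the samples of both experiments, 9 gave a correlation at least as large in size. Of 1121 genes that passed the threshold in both, 764 (68.2%) changed in the same direction. Higher in both were 225 genes, where chance gives 140, and lower in both were 539, where chance gives 250. The effects themselves differed for 3427 of 14098 genes in a limma test of the difference. By camera and by fry, the lists of ER stress, protein ubiquitination, heat shock, ATF4 and CHOP targets, proteasome, metallothionein, inflammatory and ubiquitin ligase genes differed between the treatments, each higher after DSF/Cu. NRF2 targets also passed both tests, in the opposite direction (mean difference -0.21, camera adjusted p = 0.00830, fry adjusted p = 3.5e-04). The ER stress and ubiquitination genes are labelled in a plot of the same DSF/Cu samples, so their higher value there is not independent evidence. The heat shock list and the ATF4 and CHOP list share some of the ER stress genes. The difference of the Fig. 2E genes (mean -0.22, lower after DSF/Cu) did not pass camera (adjusted p = 0.453) and passed fry (adjusted p = 0.0360). A list of interferon-gamma response genes (-0.38) likewise passed only fry (camera adjusted p = 0.0701, fry adjusted p = 3.1e-04). So did interferon-stimulated genes outside the heatmaps (-0.29, camera adjusted p = 0.137, fry adjusted p = 0.0426).

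**Figure D1:**
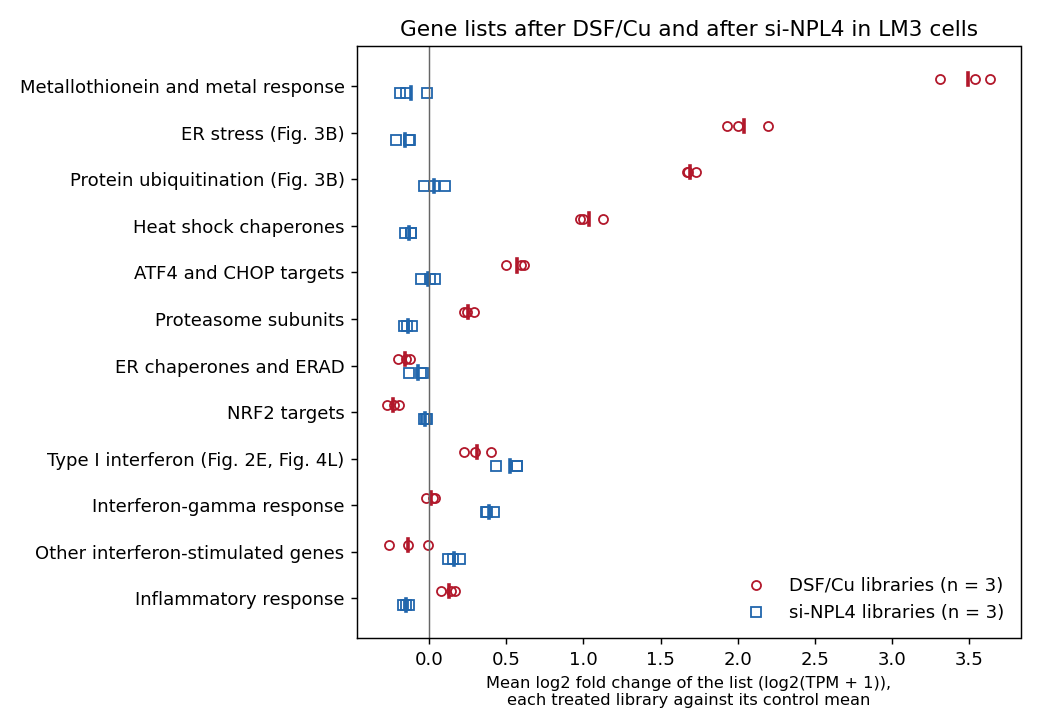
Mean log2 fold change, on the log2(TPM + 1) scale, of 12 gene lists in each of the 3 DSF/Cu samples (red circles) and the 3 siRNA-NPL4 samples (blue squares) against the mean of their own controls, with the mean of the samples as a vertical bar. The 3 DSF/Cu samples lie between 1.93 and 2.20 for the ER stress genes, where the siRNA-NPL4 samples lie between -0.22 and -0.13.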

Functional analysis revealed the activation of the immune response, ER stress, and protein ubiquitination, which was consistent with cells treated with DSF/Cu (Figure 4J). GSEA analysis and heatmap confirmed the activation of type I interferon response and interferon-gamma response (Figure 4K–L). 

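The 40 genes labelled in the heatmap of Fig. 4L stood for the type I interferon response, and 29 of them had a mean of at least 1 TPM. Their mean log2 fold change after siRNA-NPL4 was 0.52, with 0.43 to 0.57 in the 3 samples (limma's camera test, adjusted p = 1.3e-04 over 13 lists). The list passed fry (adjusted p = 0.00288), but no list passed camera with an estimated correlation. At an adjusted p under 0.05, 13 genes were higher and 0 lower over all genes tested, and 14 and 1 adjusted over the list alone. How the heatmap genes were chosen is not stated, so it is not known whether these counts are independent evidence. The running enrichment score was 0.721, and moved most with a pseudocount of 0.1, to 0.616. IFI30 rose from 90.6 ± 4.16 to 237 ± 11.6 TPM (SD, n = 3 each), a log2 fold change of 1.38 (limma adjusted p = 2.0e-05). UBE2L6 (ENSG00000156587.16, chromosome 11, 57551656 to 57568284, GRCh38), which encodes a conjugating enzyme for ISG15, rose from 13.3 ± 1.73 to 31.6 ± 0.373 TPM (limma adjusted p = 3.4e-04). GBP2 rose from 10.1 ± 0.454 to 21.5 ± 2.33 TPM, and TXNIP from 0.533 ± 0.230 to 3.72 ± 1.66 TPM. A list of interferon-gamma response and antigen presentation genes had a mean log2 fold change of 0.39 over 39 tested genes (camera adjusted p = 0.00164, fry adjusted p = 0.00242), with 12 higher and 2 lower, and 15 and 2 adjusted over the list alone. Its member C1R rose from 21.0 ± 3.87 to 64.8 ± 7.31 TPM. The inflammatory response genes had a mean of -0.15 (camera adjusted p = 0.0506), with 5 higher and 11 lower, and 6 and 12 adjusted over the list alone. From the gene set scores and the heatmap, the paper states that type I interferon and interferon-gamma responses were activated.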

Altogether, these data demonstrated that inhibition of NPL4 could induce ICD in HCC cells which were similar to DSF/Cu treatment.

### 3.5. DSF/Cu induced Immune Memory and DC Activation In Vivo

We next validated the immunogenic potential of DSF/Cu in a vaccine setting (Figure 5A). Our results revealed significant inhibition of tumor growth and enhanced tumor-free survival among mice injected with DSF/Cu-treated Hepa1–6 cells compared with negative controls (injected with PBS) (Figure 5B–D). Meanwhile, we evaluated the proportion of memory T cells in the lymph nodes at the contralateral flank. The proportion of effector memory CD4^+^ and CD8^+^ T cells (CD44^−^, CD62L^+^) was higher compared with negative controls (Figure 5E). The percentage of central memory T cells (CD44^+^, CD62L^+^) showed no significance between the two groups (Figure 5E). These results suggested that Hepa1–6 cells treated with DSF/Cu mediated the generation of immune memory. We also constructed an orthotopic tumor-bearing mouse model to address the capacity of DSF/Cu to inhibit tumor growth (Figure 5F). The results showed that DSF/Cu significantly inhibited the tumor growth (Figure 5G–I). Flow cytometry analysis of tumors showed that DSF/Cu treatment significantly increased the infiltration of DC cells expressing I-Ab and the costimulatory molecule (Figure 5J–L). Taken together, our results indicated that DSF/Cu induced the anti-tumor immune response in vivo.

### 3.6. Combination of DSF/Cu and Anti-CD47 Therapy Exhibited Great Antitumor Activity

CD47 blockade has emerged as a promising strategy for cancer immunotherapy [28]. A previous study has suggested that the expression of CRT promoted anti-CD47 antibody-mediated phagocytosis [29]. Given that DSF/Cu induced the membrane exposure of CRT, we further investigated whether DSF/Cu acts synergistically with anti-CD47 through the induction of ICD (Figure 6A). Our results showed that DSF/Cu alone or anti- CD47 alone could inhibit tumor growth, while the combination of two drugs had a more pronounced effect (Figure 6B–D). Compared with monotreatment with DSF/Cu or CD47 blockade, the frequencies of I-Ab^+^, CD80^+^ and CD86^+^DC cells were increased in the combination-treated group (Figure 6E–G). Moreover, secretion of IFN-γ and Granzyme B in infiltrated CD8^+^ T cells in the tumor microenvironment was also increased (Figure 6 H–I). Therefore, the above data suggested that the combination therapy of the DSF/Cu and CD47 blockade could effectively activate anti-tumor immunity to inhibit tumor growth.

## 4. Discussion

The development of novel drugs for selectively activating the ICD pathway holds great promise for cancer treatment. Recently, several anticancer agents that induce ICD have been approved for clinical application, including belantamab mafodotin and lurbinectedin, suggesting the broad prospects of ICD in cancer therapy [30,31]. DSF/Cu has shown anti-tumor effects in a variety of tumors, while the potential of DSF/Cu to induce ICD in HCC has not been reported. Here, we found that DSF/Cu induced CRT exposure, HMGB1 release, ATP secretion, and IFN pathway activation in HCC cells. These DAMPs-releasing cells further promoted DC maturation and activation. The tumor vaccination assays validated that the DSF/Cu-induced ICD elicits immune memory. In vivo experiments further confirmed that the oral administration of DSF/Cu inhibited tumor growth. DSF/Cu treatment increased mature CD11c^+^ DCs in the tumor microenvironment. Mechanistically, DSF/Cu indirectly inhibits the function of the proteasome by promoting the nuclear accumulation of p97 segregase adaptor NPL4, thereby activating the unfolded protein response (Figure 7). Collectively, our study indicated the potential of DSF/Cu as a promising therapeutic agent against HCC cells through ICD.

NPL4, one of the most versatile cofactors of p97, is involved in more than half of the p97-mediated cellular processes, such as endoplasmic reticulum-associated degradation (ERAD) and cell death [32]. During ERAD, NPL4 is recruited by p97 to extract polyubiquitinated proteins from the ER membrane, followed by processing and delivering the extracted proteins to the proteasome for degradation [33]. Intranuclear aggregation of NPL4 mediated by DSF/Cu treatment may prevent the trafficking of misfolded proteins to the proteasome, thereby inducing unfolded protein responses and ultimately triggering ICD. Hyperactivation of the ubiquitin-proteasome system is an important factor in abnormal tumor proliferation. Upregulation of NPL4 is observed in many cancer types and was associated with poor prognosis in HCC, melanoma, kidney chromophobe, and glioma (Figures S4 and S5) [34,35,36]. Therefore, the inhibition of p97/NPL4 segregase also represents an attractive approach for cancer therapy. Our study demonstrated that knockdown of NPL4 in HCC cells inhibited cell proliferation and promoted cell death, indicating that the DSF/Cu-induced ICD is mediated by NPL4 as the relevant target.

Intuitively, the combination of immunotherapy and ICD-inducing agents represents a potential therapeutic strategy, particularly in tumors lacking an effective immune response. The interactions between ICD-inducing chemotherapeutic drugs and the host’s immune system have been found to enhance the efficacy of the checkpoint blockade. A variety of ongoing clinical trials are assessing the effectiveness of the combination of checkpoint blockade and ICD inducers, which may benefit numerous patients and broaden the indications for treatments with existing chemotherapeutic agents, thereby reducing the side effects by dose reduction. In recent years, much progress has been made in targeting CD47 for cancer immunotherapy in solid tumors [37]. ICD inducers can promote the expression of pro-phagocytic signals in tumor cells, while anti-CD47 treatment can block the “don’t eat me” signal. The combined application of these agents may mediate the phagocytosis of tumor cells by phagocytes. Zhou and colleagues found that CD47 blockade and ICD induction efficiently boosted antitumor immunity and inhibited the tumor growth [38]. Our results further showed that DSF/Cu and anti-CD47 combination therapy enhanced the activation of DCs and CD8^+^ T cells in the tumor microenvironment and improved antitumor response.

In recent years, several new treatments for unresectable liver cancer have been developed, for instance, radiofrequency ablation, a multikinase inhibitor, and immune checkpoint blockade [39,40]. Immune checkpoint blockade has seen a fast development in the treatment of liver cancer during this time. As the monotherapy of immune checkpoint blockade showed non-statistically significant benefits in several clinical trials, researchers are exploring combination strategies of immunotherapy and other anti-cancer agents [41,42]. Several combination strategies, such as atezolizumab plus bevacizumab and lenvatinib plus pembrolizumab, have been demonstrated to better improve the prognosis of HCC patients [43,44]. Some previous studies and our study found DSF/Cu could activate the tumor immune microenvironment in preclinical models, indicating that the combination of DSF/Cu and immune checkpoint blockade may become a new treatment option for surgically unresectable liver cancer. 

## 5. Conclusions

In conclusion, this study demonstrated that DSF/Cu induced ICD in hepatocellular carcinoma by the inhibition of p97/NPL4 segregase. Our study further provides evidence that the anti-tumor effects of DSF/Cu are partially mediated by the activation of innate immunity via ICD. The combination of DSF/Cu and CD47 blockades might provide a new strategy for the improvement of immunotherapy.

## Figures and Tables

**Figure 1:**
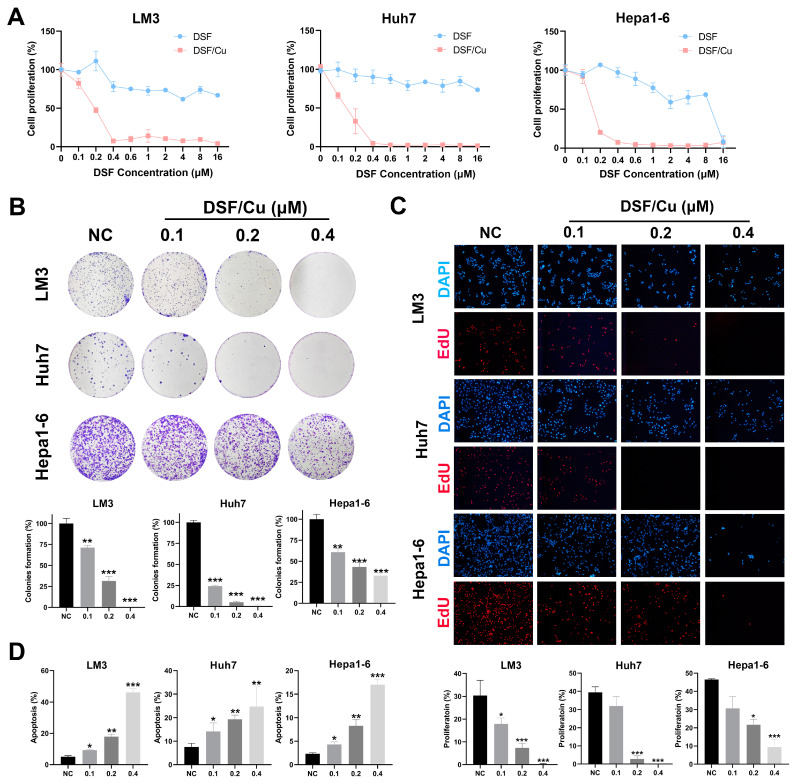
DSF/Cu inhibits proliferation and induces cell death in HCC cells. (**A**) Cell viability of LM3, Huh7, and Hepa1–6 treated with DSF/Cu at indicated concentration for 24 h. (**B**) The colony formation of LM3, Huh7, and Hepa1–6 cells under the treatment of DSF/Cu at indicated concentration. (**C**) The proliferation of LM3, Huh7, and Hepa1–6 HCC cells treated with DSF/Cu at indicated concentration were detected by Edu assay. Images with magnification at 100× are shown here. (**D**) Apoptosis analysis of LM3, Huh7, and Hepa1–6 cells treated with indicated concentration of DSF/Cu. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

**Figure 2:**
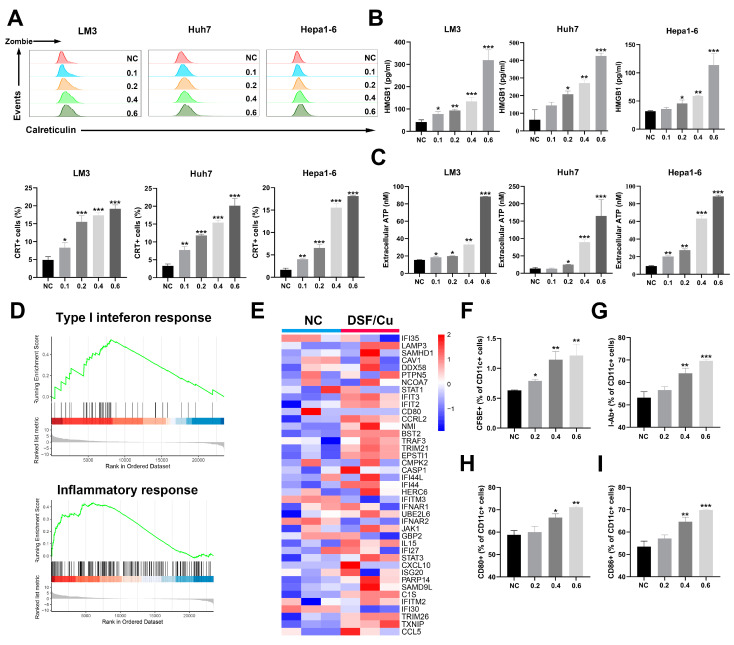
DSF/Cu induces ICD and promotes DC cell activation in HCC. (**A**) Membrane exposure of CRT on HCC cells after treatment with DSF/Cu was detected by flow cytometry. (**B**) Soluble HMGB1 in the media of HCC cells treated with DSF/Cu at different concentrations. (**C**) Extracellular ATP in the media of HCC treated with DSF/Cu at indicated concentration. (**D**) Gene-set enrichment analysis of type I interferon response- and inflammatory response-related genes. (**E**) Heatmap of type I interferon response-related genes. (**F**–**I**) The expression of CFSE, I-Ab, CD80, and CD86 in CD11c^+^ DC cells cocultured with Hepa1–6 cells treated with DSF/Cu was detected by flow cytometry. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

**Figure 3:**
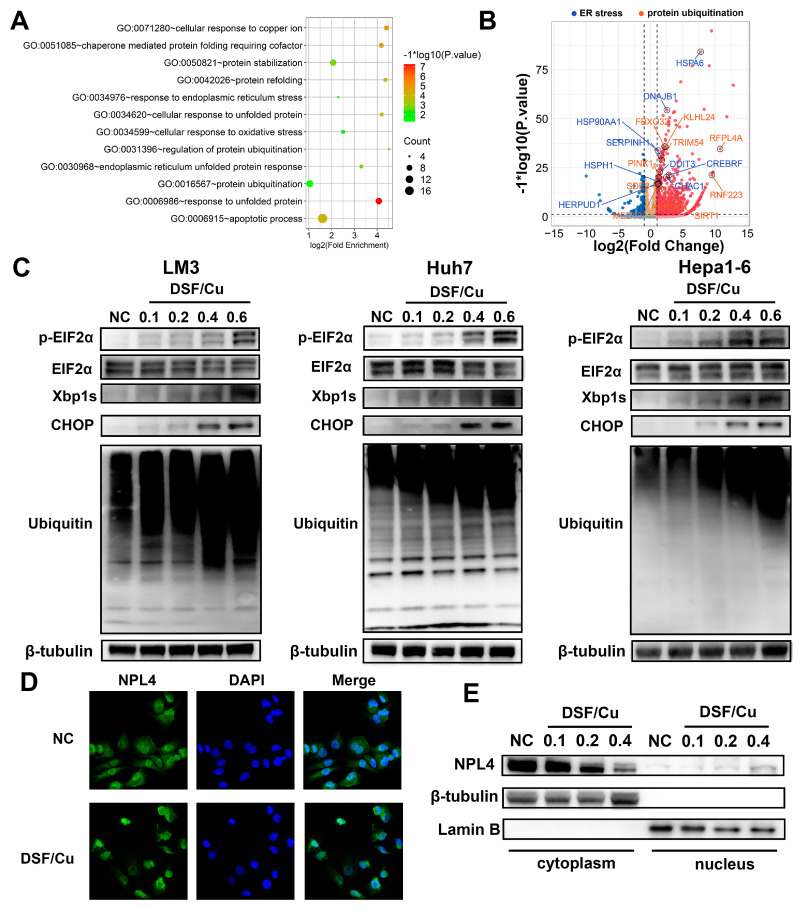
DSF/Cu induces unfolded protein response and inhibits protein degradation. (**A**) Pathway analysis between normal control and DSF/Cu-treated HCC cells. (**B**) Differential expression of unfolded protein response- and protein ubiquitination-related genes between normal control and DSF/Cu-treated HCC cells. (**C**) Western blot analysis of ER stress and poly-ubiquitylated proteins in LM3, Huh7, and Hepa1–6 cells after the treatment of DSF/Cu. (**D**) Fluorescence imaging of NPL4, cell nuclei were stained by DAPI. Images with magnification at 800× are shown here. (**E**) Western blot analysis of cytoplasmic and nuclear NPL4 in DSF/Cu-treated LM3 cells. The uncropped blots are shown in Figure S6.

**Figure 4:**
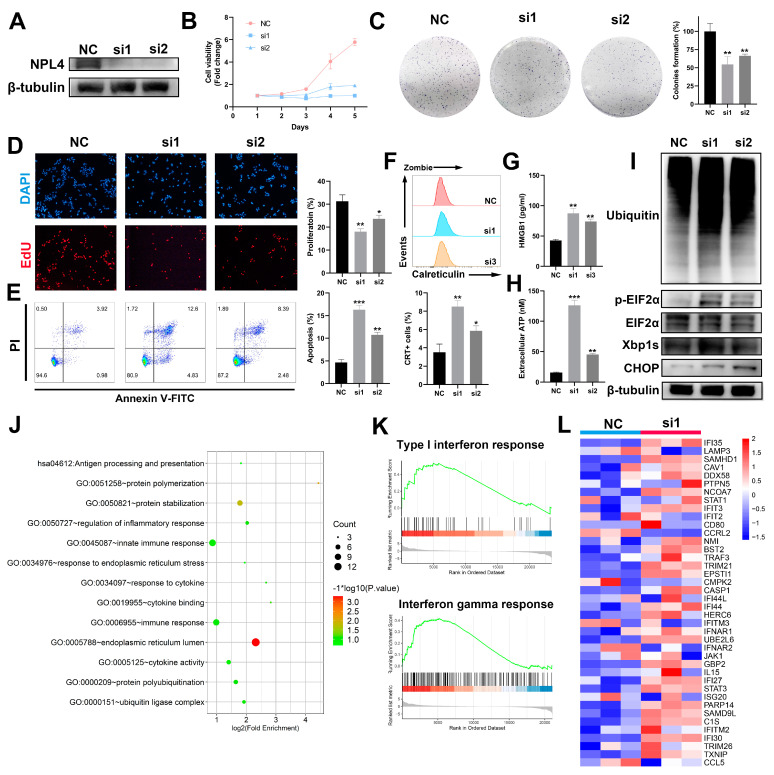
Inhibition of NPL4 inhibits proliferation and induces ICD in HCC cells. (**A**) Inhibition efficiency of NPL4 in LM3 cells through Western blot analysis. (**B**) The role of NPL4 inhibition in cell viability was detected by CCK-8 assay. (**C**) The role of NPL4 inhibition in clone-forming capacity of LM3 cells. (**D**) The role of NPL4 inhibition in cell proliferation was detected by Edu assay. Images with magnification at 100× are shown here. (**E**) Apoptosis analysis of LM3 cells after NPL4 inhibition. (**F**) CRT exposure, (**G**) HMGB1 release, and (**H**) ATP secretion of LM3 cells after NPL4 inhibition. (**I**) Western blot analysis of unfolded protein response and poly-ubiquitylated proteins in LM3 cells after NPL4 inhibition. (**J**) Pathway analysis of LM3 cells after NPL4 inhibition. (**K**) Gene-set enrichment analysis of type Ⅰ interferon response- and interferon-gamma response-related genes in LM3 cells after NPL4 inhibition. (**L**) Heatmap of type Ⅰ interferon response-related genes in LM3 cells after NPL4 inhibition. *: *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001. The uncropped blots are shown in Figure S6.

**Figure 5:**
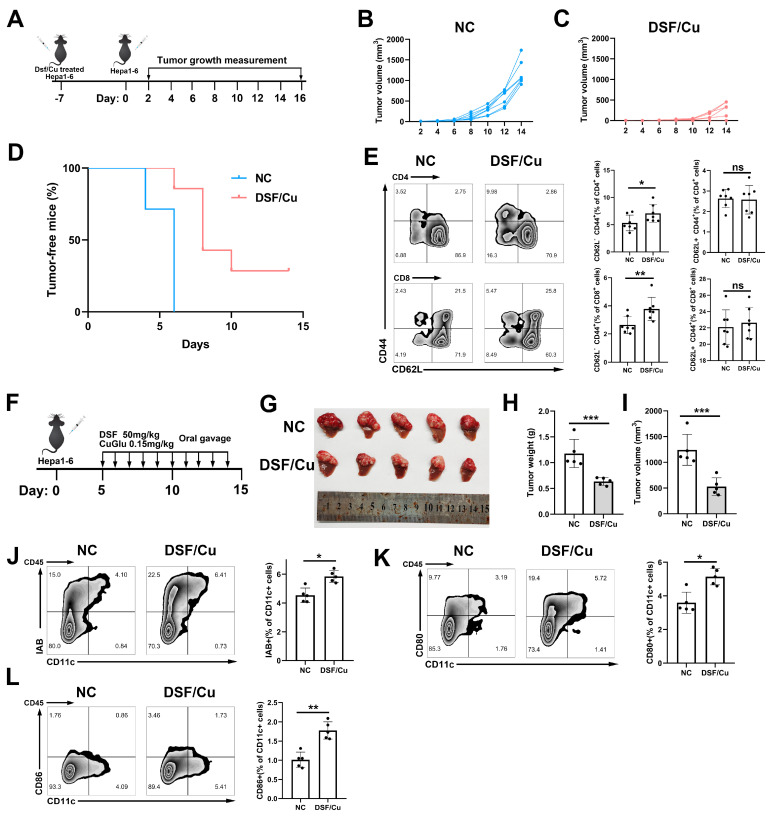
DSF/Cu induced intratumor immune cell infiltration in vivo. (**A**) A schematic view of the vaccination experiments. Individual tumor growth of normal control (**B**) or DSF/Cu-treated Hepa1–6 cells (**C**) measured every 2 days (n = 7 for each group). (**D**) Tumor-free survival analysis by Kaplan–Meier curves. (**E**) Analysis of the percentage of effector memory- (CD44^−^, CD62L^+^) and central memory- (CD44^+^, CD62L^+^) T cells. (**F**) A schematic view of the orthotopic tumor model for DSF/Cu treatment. (**G**) Tumor appearance, (**H**) weight and (**I**) volume were compared with the other group (n = 5). Analysis of the percentage of (**J**) I-Ab^+^, (**K**) CD80^+^, (**L**) CD86^+^ DC cells in CD45^+^ cells. ns: *p* > 0.05; *: *p* < 0.05; **: *p* < 0.01; ***: *p* < 0.001.

**Figure 6:**
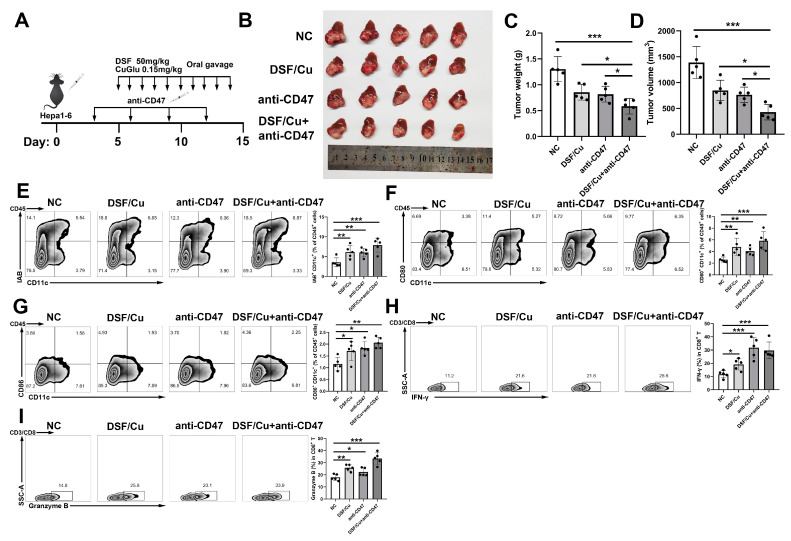
DSF/Cu enhances CD47 blockade activities in vivo. (**A**) A schematic view of the orthotopic tumor model for DSF/Cu and anti-CD47 treatment. (**B**) Tumor appearance, (**C**) weight and (**D**) volume were compared with each group (n = 5). Analysis of the percentage of (**E**) I-Ab^+^, (**F**) CD80^+^, (**G**) CD86^+^ DC cells in CD45^+^ cells. Analysis of the percentage of IFN-γ (**H**) and Granzyme B (**I**) in CD8^+^ T cells. ns: *p* > 0.05; *: *p* < 0.05; **: *p* < 0.01; ***: *p* < 0.001.

**Figure 7:**
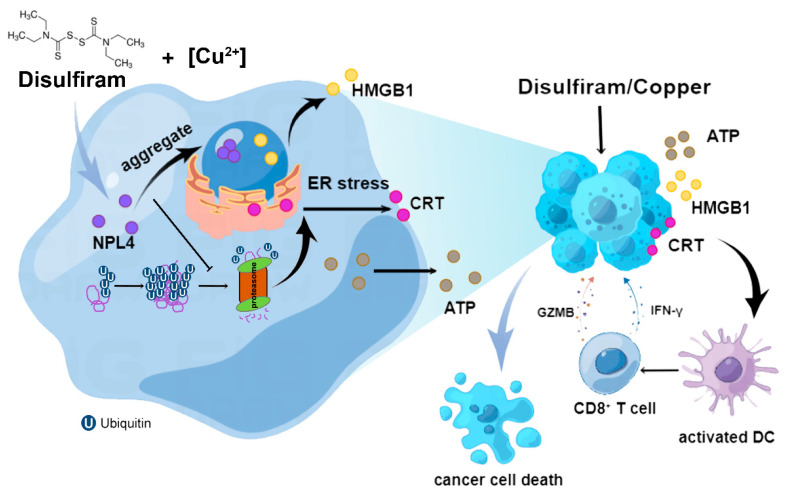
Schematic diagram showing that DSF/Cu induced ICD and activated antitumor immunity in HCC.

## Data Availability

All data needed to evaluate the conclusions in the paper are presented in the paper and/or the Supplementary Materials. Additional data related to this paper may requested from authors.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers14194715/s1, Figure S1: Cell viability of LM3, Huh7 and Hepa1-6 cells treated with DSF (0.2 μM)/Cu (1 μM) for 24 h.; Figure S2: Apoptosis analysis of LM3, Huh7 and Hepa1-6 HCC cells treated with different concentration of DSF/Cu. Figure S3: The expression of CFSE, I-Ab, CD80 and CD86 of CD11c+ DC cells after coculture were detected by flow cytometry. Figure S4: In the GEPIA database, the expression of NPL4 in tumor tissues compared with normal tissues. Figure S5: Kaplan–Meier survival curves comparing high and low expression of NPL4 in different cancer types in GEPIA. Figure S6: uncropped blots. Supplementary Methods.

# Supplementary material for: Disulfiram/Copper Induces Immunogenic Cell Death and Enhances CD47 Blockade in Hepatocellular Carcinoma
**Source:** Cancers (Basel). 2022 Sep 28;14(19):4715. doi: 10.3390/cancers14194715
**Supplement:** Supplementary file 1

**Figure S1**

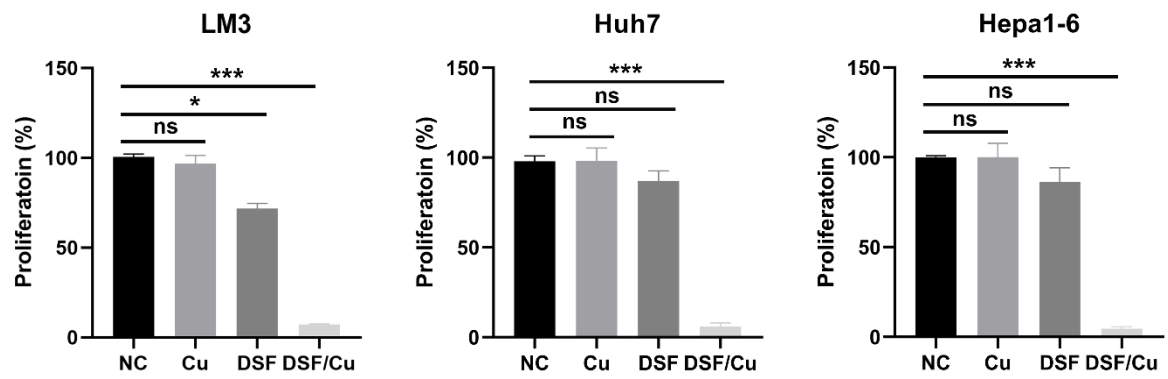

**Figure S1.** Cell viability of LM3, Huh7 and Hepa1-6 cells treated with DSF (0.2μM)/Cu (1μM) for 24h.

**Figure S2**

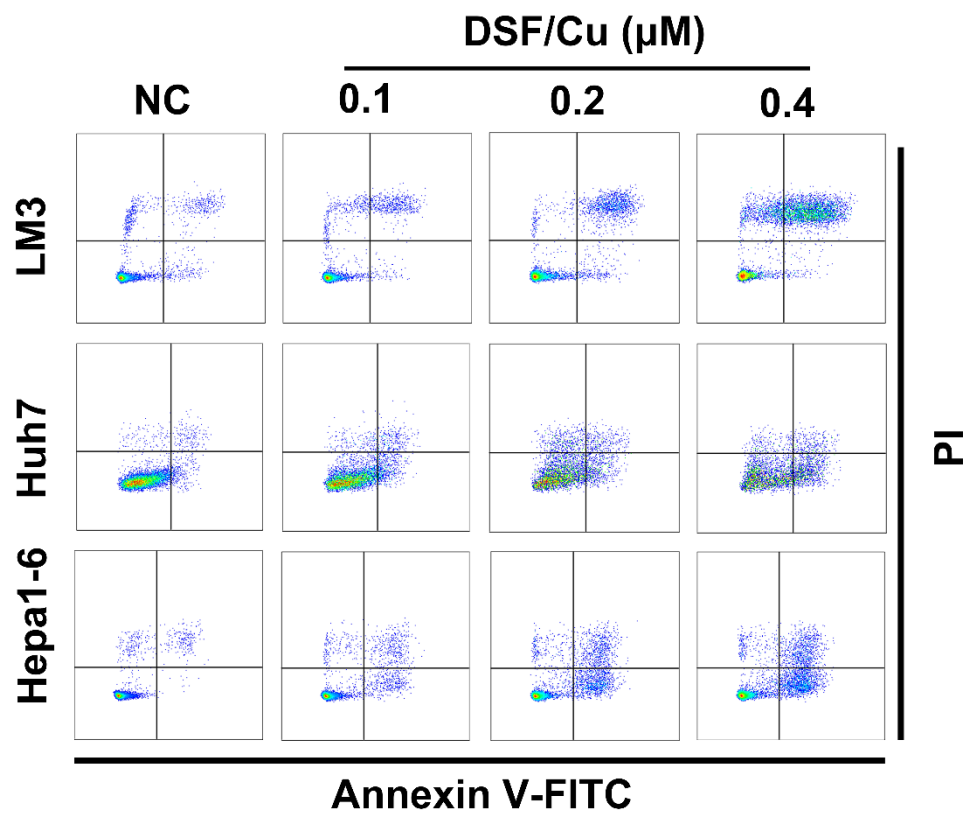

**Figure S2.** Apoptosis analysis of LM3, Huh7 and Hepa1-6 HCC cells treated with different concentration of DSF/Cu.

**Figure S3**

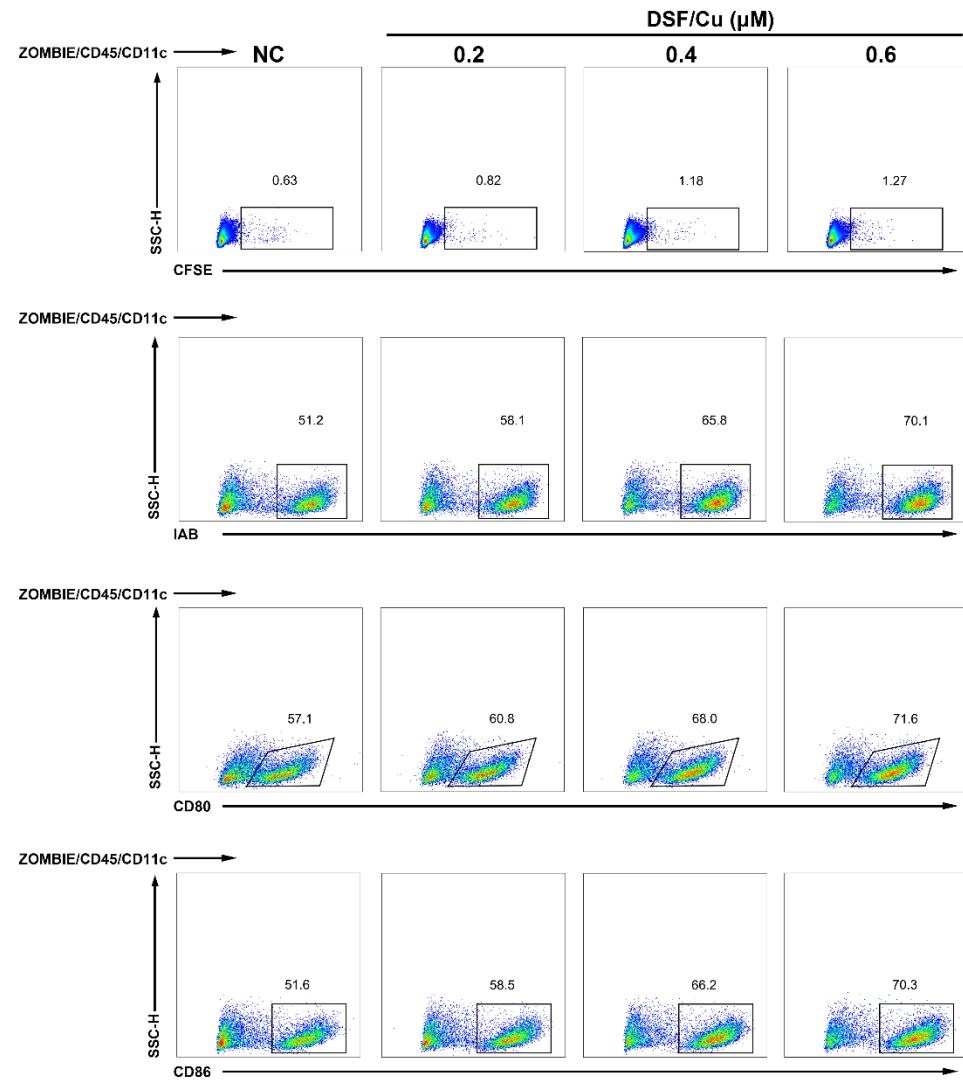

**Figure S3.** The expression of CFSE, I-Ab, CD80 and CD86 of CD11c<sup>+</sup> DC cells after coculture were detected by flow cytometry.

Figure S4

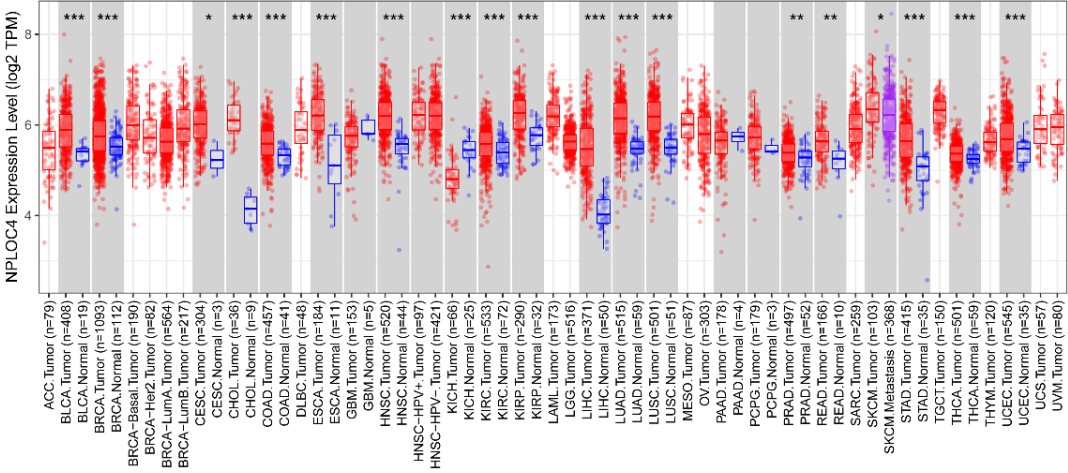

**Figure S4.** In the GEPIA database, the expression of NPL4 in tumor tissues compared with normal tissues.

**Figure S5**

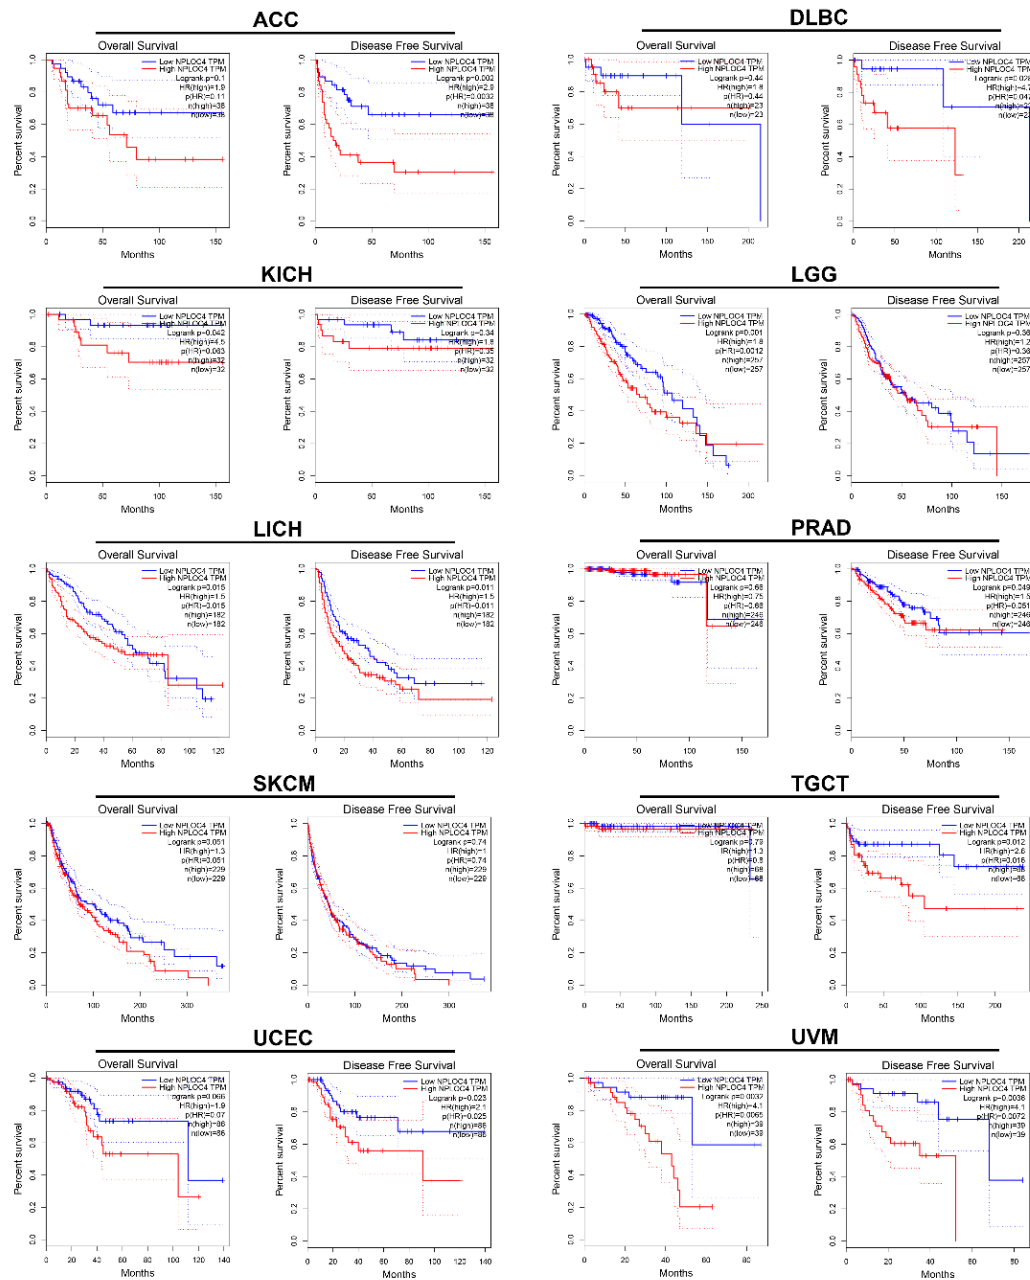

**Figure S5.** Kaplan-Meier survival curves comparing high and low expression of NPL4 in different cancer types in GEPIA.

## **Supplementary methods**

### **Cell culture**

HCC-LM3, Huh7 and Hepa1-6 cells were obtained from America Type Culture Collection (Manassas, VA) in 2017. Huh7 were cultured in Modified Eagle Medium (MEM, Life Technologies, Gaithersburg, MD) supplemented with 10% FBS, 1% penicillin/streptomycin solution. HCC-LM3 and Hepa1-6 cells were cultured in Dulbecco's Modified Eagle Medium (DMEM, Life Technologies, Gaithersburg, MD) supplemented with 10% FBS, 1% penicillin/streptomycin solution. The Cell line authentication was conducted at the same time.

### **Cell viability assay**

The concentration of CuGlu was 1μM in this study. Cell viability was detected with CCK8 kit according to the manufacture's instruction. Cells were seeded on 96-well plates and treated with designed treatments, and then 10 μL CCK8 reagent was added to each well (containing 100 μL of medium), for further incubation at 37 °C for 1 h. Finally, the absorbance at 450 nm was measured by microplate reader. The cell viability in each group was calculated as the ratio to vehicle control. The EdU assay kit (UE, China) was used to determine the proliferation rate of cells according to the manufacturer's instructions.

### **Colony formation assays**

Cells ( $2 \times 10^3$ ) were plated in plates for 7 to 10 days and treated with the designed concentration of DSF/Cu for another 3 days. The colonies were fixed with 4% paraformaldehyde and stained with 0.1% crystal violet for 30 min. The colony numbers were counted with Image J software.

### **Immunoblotting**

Proteins were extracted (Minute SN-001, Invent Biotechnologies, Inc, Beijing, China) and subjected to 8%-15% SDS-PAGE, and transferred to PVDF membranes, followed by blocking with 5% milk-TBST and incubated with primary antibodies overnight. HRP-conjugated anti-mouse or anti-rabbit antibodies were used as the secondary antibodies, and the antigen-antibody reaction was visualized by enhanced chemiluminescence assay (ECL, Thermo, Waltham, MA).

### **Immunofluorescence**

Cells were seeded on plastic inserts in 12-well dishes. Next day cells were treated with compounds at indicated concentrations and subsequently pre-extracted (0.1% Triton X 100 in PBS, for 2 min) and fixed with 4% formaldehyde for 15 min at room temperature, washed with PBS and permeabilized with 0.5% Triton X-100 in PBS for 5 min. After PBS washes, the cells on the plastic inserts were then immunostained with anti-NPL4 (sc-365796, santa cruz) overnight in 4 °C, followed by a PBS wash and staining with fluorescently-conjugated secondary antibody for 60 min at room temperature. Nuclei were visualized by DAPI staining at room temperature for 2 min

### Flow Cytometry Staining

Mice were sacrificed at the indicated times, and tumor lesions were harvested and minced to prepare single-cell suspensions using the Tumor Dissociation Kit (Miltenyi Biotec, 130-096-730). Mononuclear cells were isolated from the single cell suspension by OptiPrep Density Gradient Medium (Sigma-Aldrich, St. Louis, MO). The cells were stained with antibodies. All the reagents were from eBioscience (San Diego, CA) unless otherwise indicated.

### siRNA

NPL4 siRNA and siRNA NC were designed by RiboBio (Guangzhou, China). NPC cells were seeded into 6-well plates at  $2.5 \times 10^5$  cells/well and incubated overnight to reach 60–70% confluence for transfection. Transfections were performed using Lipofectamine 3000 (Invitrogen, Carlsbad, CA, USA) according to the manufacturer's protocol. The target sequences used in the siRNA were as follows

| Gene         | 5'-3'               |
|--------------|---------------------|
| NPL4 siRNA-1 | GGTACCAGGTGTCCAATCA |
| NPL4 siRNA-2 | GACCTCGTCTCAGAAGATA |

### Dendritic cell activation and phagocytosis assays

Bone marrow-derived dendritic cells (BMDCs) extracted from the thigh-bone of C57BL/6 mice were cultured in RPMI 1640 medium supplemented with 10% FBS, 1% penicillin/streptomycin solution along with GM-CSF (25 ng/ml, 315-03, PeproTech) for 7 days for further experiment. Hepa1-6 cells were treated with DSF/Cu for 24 h. For phagocytosis assays, treated hepa1-6 cells were labeled with 5  $\mu$ M CFSE (Biolegend) and cultured with DCs at a 1:1 ratio for 4 h. For DC activation assays, treated hepa1-6 cells were cultured with DCs at a 1:1 ratio for 24 h.

How the deposited data were processed for this re-analysis (not part of the article)

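RNA was measured in LM3 cells treated with DMSO or DSF/Cu and in LM3 cells transfected with siRNA-NC or siRNA-NPL4, with 3 samples in each of the 4 conditions. The authors describe alignment of reads to hg38 with HISAT2, counting with featureCounts on GENCODE transcript models and testing with edgeR. The authors deposited a table of TPM values for 61544 gene rows and 12 samples, and the tool and transcript set behind these values are not named in the paper's text. Each column summed to between 974025 and 978331, so between 2.17% and 2.60% of the fixed total lies outside the listed rows. Of 17682 rows annotated as lncRNA, 17675 were listed at 0 in all samples, so these genes were not analysed here. A gene listed at 0 can reflect the transcript set as well as silence. Gene names, biotypes and coordinates were taken from GENCODE release 44 on GRCh38. Of the rows, 61445 matched it without the version of the identifier.

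Tests of counts had been set before the data were examined, and could not be used on TPM values. In their place, log2(TPM + 1) was tested with limma 3.58.1 (lmFit, contrasts.fit and eBayes with a mean trend) in R 4.3.3, each comparison fitted on its own 6 samples. Genes with a mean of at least 1 TPM in those samples were tested, with an adjusted p threshold of 0.05 (Benjamini-Hochberg). An exact permutation test of 3 samples against 3 cannot give a p under 0.1, so single genes rest on limma's test across all genes. On simulated data with known changes, limma recovered 77.7% of 197 changed genes among 12748 and 78.0% of 200 among 13763, with 10 false calls of 163 and 8 of 164, and 0 calls in the wrong direction. The planted changes were at least 1 in size on the log2 scale, with independent noise and no general shift. In the real samples far more genes were called, most with smaller changes, so these rates need not hold there.

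Depth was estimated from 962 genes with 1 annotated transcript of at least 1000 bases. Between 75.4% and 80.1% of their low values lay near whole multiples of a step (tolerance 0.1), against 14.8% to 20.1% with the lengths shuffled. The lower end of the search range of steps was raised after a first run found smaller steps in 3 of the siRNA samples, at a fraction of those of the other samples. At 1 TPM and 2000 effective bases, counting error alone gives a coefficient of variation of 16.8% to 20.7%, so genes near 1 TPM are measured less precisely than abundant ones.

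Gene lists were written before the data were examined, from the labels of Fig. 2E, Fig. 3B and Fig. 4L and from general knowledge. The gene sets the paper used are not used here. Each comparison had 13 lists tested with camera (preset correlation 0.01), with fry, camera with an estimated correlation and fgsea 1.28.0 as alternatives. A further list of NPL4, p97 and its cofactors was described but not tested as a set. Lists of lysosomal, p53 target, proliferation, sterol and fatty acid synthesis and histone genes were added after the results were seen. The named genes are those the paper names for these samples, list members with the smallest adjusted p, and the 5 genes with the smallest adjusted p in each direction whose samples did not overlap. Some results for single genes are not reported here. TNFRSF6B was chosen after its values were seen.

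The alternatives were a pseudocount of 0.1, no filter, a replicate block, a fit of all 12 samples and leaving out each replicate. Median-ratio scaling, quantile normalization, at least 1 TPM in every sample, moderation without a mean trend and removal of a GC and length trend were added after the data were seen. Words of 31 bases from annotated transcripts were compared between genes to measure shared sequence. Python 3.11.15, numpy 2.4.6 and pandas 2.3.3 were used for these steps.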

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

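The tests of sequence shared by CRYAB and by the siRNA-NPL4 genes, of depth, of the proteasome genes and of the lysosomal list without the genes seen first were chosen only after the results were seen. The lists of histone, proliferation and lysosomal genes were themselves added after the results were seen.

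The metallothionein genes lie outside those the paper discusses. After DSF/Cu, MT2A was at 9325 TPM on average, and MT1G and MT1E, listed at 0 in the DMSO samples, were at a mean of 434 and 64.2 TPM. The list of metallothionein and metal response genes had a mean log2 fold change of 3.50 over 13 genes, with 9 higher at an adjusted p under 0.05 in limma and 10 adjusted over the list alone. Of the 13 genes, 5 were listed at 0 in a whole group, so this mean depends on the pseudocount. It ranged from 1.92 to 4.82 over the alternatives. For MT1E, MT1F, MT1G, MT1X and MT2A, the genes set for the test of shared sequence, the lowest share of 31-base words found in no other gene was 76.7%, which argues against reads of 1 member as the source of their rise. The share was lower for MT1H (70.1%) and MT1M (55.6%), whose values are less certain. The real grouping was the 1 split of 10 with a list mean as large, and 3 samples against 3 cannot give a smaller share. Copper given with DSF is the condition the design names, but no sample received copper alone or DSF alone. A response to copper itself may therefore account for the rise, and cannot be separated from a response to DSF.

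CRYAB reached 629 TPM after DSF/Cu and is not among the genes the paper names. All of its 31-base words (100%) occur in no other gene, which argues against reads shared with another gene. It belongs to the list of heat shock chaperones, and with HSPA6 it has the largest log2 fold change there (6.35 and 7.08). The list's mean of 1.03 therefore lies above its median of 0.42.

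Proteasome subunits had a mean log2 fold change of 0.25 after DSF/Cu (limma's camera test, adjusted p = 3.3e-09), and 25 of 31 were higher. Of these genes, 18 were higher and 1 lower at an adjusted p under 0.05, and 20 and 1 adjusted over the list alone. PSMB7 rose from 277 ± 9.41 to 420 ± 11.6 TPM. With the GC and length trend removed, the mean was 0.22 and the list still passed, so that trend is not the whole cause. The same list was lower after siRNA-NPL4, and the difference between the treatments passed camera and fry. A rise in proteasome genes that follows proteotoxic stress remains a hypothesis.

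Histone genes had a mean log2 fold change of 0.98 over 36 genes after DSF/Cu, and 18 passed the threshold as higher and 1 as lower. Most histone transcripts carry no poly(A) tail. Of these genes 80.6% were higher. More RNA without a poly(A) tail in the DSF/Cu libraries could raise them together, but the share restates the pattern and does not separate that explanation from others, so it stays open. Fewer dividing cells could also change histone RNA. Genes of dividing cells fell by 0.50 on the log2 scale (a mean of -0.50) with 0 of 32 higher. The same list had a mean of -0.44 after siRNA-NPL4, where histone genes had a mean of 0.082 and 14 of 25 were higher, so this test leaves the question open.

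FABP3 (214 TPM), LY6E (508 TPM), IGFBP3 (40.7 TPM), BMF (50.3 TPM) and SELENOP (146 TPM) were the higher genes with the smallest adjusted p after siRNA-NPL4 and lie outside the paper's figures. Their siRNA-NC means were 29.9, 127, 5.75, 9.21 and 47.5 TPM. The lowest share of their 31-base words found in no other gene was 99.3%, which argues against shared reads. The median depth of the groups differed by 1.95 reads per TPM and the groups' ranges overlapped, which argues against depth. A single siRNA was sequenced, so an effect of the siRNA other than through NPL4 may be the cause of any of these changes. FABP3 also rose after DSF/Cu, where no siRNA was used (log2 fold change 1.51, limma adjusted p = 0.00750), so its rise is not seen with the siRNA alone. This does not exclude an effect of the siRNA after siRNA-NPL4.

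TNFRSF6B, a gene for a decoy receptor of FAS ligand, rose from 1.93, 1.502 and 0 TPM to 269, 278 and 299 TPM after siRNA-NPL4, a mean of 282 TPM. Its log2 fold change of 7.19 ranged from 6.71 to 8.68 over the alternatives. None of its 31-base words is unique to it (0%), because a read-through gene with RTEL1 contains it. The summed TPM of both rows rose from 6.31 to 287, a ratio of 45.5, so a shift of reads from one row to the other does not account for the rise. RTEL1 upstream had a log2 fold change of -0.074, which argues against transcription running in from RTEL1. An effect of the siRNA other than through NPL4 was not separated from one through NPL4.

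Lysosomal genes had a mean log2 fold change of 0.49 after siRNA-NPL4, with 25 of 28 higher and 20 past the threshold as higher. The list passed camera (adjusted p = 4.1e-10) and fry (adjusted p = 4.0e-04). Of its members, CLN3, GLMP and GRN had been seen among the higher genes before the list was written. Without them the mean was 0.41 and the list passed limma's camera and fry again (unadjusted p = 5.8e-08 and 4.7e-04, from limma's models across all genes, not exact tests of single values). The rise is therefore not carried by those genes alone. A biological response of lysosomal genes to the loss of NPL4 is a hypothesis, found and tested on the same data.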

How the results depend on the processing

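The median-ratio, quantile, every-sample, moderation and trend-removal alternatives were chosen after the data were seen. The other alternatives were set beforehand. Tests of counts (DESeq2, edgeR's likelihood ratio test, size factors, library-size scaling and a minimum of 10 counts) were not run, because the table holds TPM values. Of 1507 recomputed values over 119 results, 1402 were kept, 47 were weaker, 23 stronger, 22 moved and 13 reversed. Kept values had the same direction and side of the threshold, or lay within the spread. For a count of genes, kept means within a set factor of the main count. The genes higher after DSF/Cu were thus kept under median-ratio scaling (1830 against 1229), although the balance of higher and lower genes changed. Among 54 results for single genes, where a gene assessed after both treatments counts for each, 44 kept direction and side under every alternative run. The other results changed in 21 values to weaker, 9 to stronger and 1 to reversed.

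Across the fits that each left out 1 replicate, the higher genes after DSF/Cu ranged from 807 (without DMSO replicate 2) to 1128 and the lower genes from 1535 to 2750. Those lower by more than 1 on the log2 scale ranged from 86 to 165. After siRNA-NPL4 the higher genes ranged from 977 to 1841 and the lower from 806 to 1078, with the lowest of each without siRNA-NPL4 replicate 3. The genes changed the same way by both treatments ranged from 504 (without siRNA-NC replicate 1) to 724. Median-ratio scaling reduced the lower genes after DSF/Cu to 1447, and those lower by more than 1 on the log2 scale to 60, because it moves the median gene to 0. A pseudocount of 0.1 raised the latter to 177, as it enlarges changes of low genes. Requiring 1 TPM in every sample left 194 genes higher by more than 1 on the log2 scale, since genes low or off in DMSO drop out.

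Camera with an estimated correlation called no list. Its adjusted p after DSF/Cu was 0.0708 for the ER stress list (mean 2.04), the ubiquitination list (1.69) and the metallothionein list (3.50), 0.0916 for heat shock (1.03), 0.0899 for proteasome (0.25), 0.133 for ATF4 and CHOP targets (0.57), 0.276 for type I IFN (0.31) and ubiquitin ligase (0.30) genes and 0.329 for NRF2 targets (-0.23). After siRNA-NPL4 it was 0.202 for type I IFN (0.52), 0.163 for interferon-gamma (0.39), heat shock (-0.13) and proteasome (-0.14) and 0.686 for ER chaperones (-0.076). Few samples estimate this correlation poorly, and the cause was not tested further. With fgsea, NRF2 targets after DSF/Cu (-0.23, adjusted p = 0.0629), and heat shock (-0.13, 0.236) and ER chaperones (-0.076, 0.404) after siRNA-NPL4 were not called, while inflammatory genes after siRNA-NPL4 were (-0.15, 0.0184).

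The weakest calls moved under several settings, and the cause was not tested. ER chaperones after DSF/Cu passed with fry (-0.16) and with no filter (-0.15). After siRNA-NPL4 they did not pass with fry, the fit of all 12 samples or the replicate block (each -0.076), or quantile normalization (-0.084), and ranged from -0.12 to -0.026 with a replicate left out. The ER stress genes after siRNA-NPL4 passed as lower with fry (-0.16) and with no filter (-0.16), and ranged from -0.18 to -0.13 with a replicate left out. Inflammatory genes after siRNA-NPL4 passed as lower with 1 TPM in every sample (-0.15), and ranged from -0.20 to -0.070 with a replicate left out. Metallothionein genes after siRNA-NPL4 (-0.12) passed with fry, in the higher direction (adjusted p = 4.3e-04).

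Means near 0 changed sign. The interferon-gamma list after DSF/Cu ranged from -0.037 to 0.037 with a replicate left out. The inflammatory list after DSF/Cu was -0.014 with 1 TPM in every sample, and metallothionein genes after siRNA-NPL4 were 0.21. ATF4 and CHOP targets after siRNA-NPL4 were 0.018 with the GC and length trend removed and ranged from -0.031 to 0.018 with a replicate left out. The ubiquitination genes after siRNA-NPL4 were -0.020 with median-ratio scaling and -0.034 with quantile normalization, and ranged from -0.012 to 0.086 with a replicate left out. DDIT3 after siRNA-NPL4 was -0.012 with median-ratio scaling.

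The running score after DSF/Cu was 0.529 with 1 TPM in every sample and 0.520 ranked by the test statistic, and after siRNA-NPL4 it was 0.616 with a pseudocount of 0.1. The correlation of the treatments was 0.163 with 1 TPM in every sample, 0.0812 with no filter and 0.0866 with a pseudocount of 0.1, and the genes changed the same way were 506 without a mean trend and 478 with no filter. Among the top 200 higher genes only, the overlap held 2 NRF2 targets after DSF/Cu and did not pass, while 3 proteasome genes, 4 ubiquitin ligase genes and, after siRNA-NPL4, 4 interferon-gamma genes passed.

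With the replicate number as a block, 1268 genes were higher and 2668 lower after DSF/Cu, and 1397 and 1139 after siRNA-NPL4. Deviations of same-numbered samples had correlations of 0.11, 0.07 and -0.004 for DSF/Cu and 0.07, 0.01 and -0.03 for siRNA-NPL4, so the numbers do not pair the samples. Counting error of up to 20.7% at 1 TPM limits what can be said of genes near the filter.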

Differences from the paper's values

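Of 12 values read by eye from the figures, 8 differ from the values here by more than the spread between replicates. Median-ratio scaling, quantile normalization, trend removal and 1 TPM in every sample were chosen after seeing the values. All are log2 fold changes or running scores as far as the paper's axes show, but the scales are not the same. The paper names edgeR on counts, while the values here are differences of log2(TPM + 1). That scale understates changes of genes with low values, so a gap can arise from the scale alone.

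In Fig. 3B, the paper's log2 fold change of CHAC1 is about 2.5 and the value here was 1.99. With a pseudocount of 0.1 it was 2.30, which falls within the spread, and the other alternatives set before the data were examined did not close the gap. For CREBRF the paper shows about 2.9 in Fig. 3B, against 1.21 here, and none of the alternatives set before the data were examined closed the gap (2.23 with a pseudocount of 0.1). For DDIT3 the paper shows about 1.5 in Fig. 3B, against 1.26, and only the fit without DMSO replicate 3 closed the gap among those set before the data were examined (1.35). Median-ratio scaling (1.403) and quantile normalization, chosen after seeing the values, also did. For HSP90AA1 the paper shows about 1.2 in Fig. 3B, against 1.05, and the fits without DMSO replicate 3 (1.13) and without DSF/Cu replicate 1 (1.11) or replicate 2 (1.06) closed it, as did median-ratio scaling (1.196) and quantile normalization, chosen after seeing the values. For HSPA6 the paper shows about 7.8 in Fig. 3B, against 7.08, and a pseudocount of 0.1 closed the gap (7.55). For TRIM54 the paper shows about 1.8 in Fig. 3B, against 1.48, and none of the alternatives set before the data were examined closed the gap.

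The paper's running score for the type I IFN response is about 0.54 in Fig. 2D, against 0.633 here for the genes of its heatmap. Ranking only genes with a mean of at least 1 TPM (0.618), a pseudocount of 0.1, ranking by the test statistic (0.520) and leaving out any DMSO replicate or DSF/Cu replicate 1 or 2 closed the gap. So did 1 TPM in every sample (0.529), median-ratio scaling, quantile normalization and trend removal, chosen after seeing the values. For siRNA-NPL4 the paper's score is about 0.53 in Fig. 4K, against 0.721, and none of the alternatives set before the data were examined closed the gap. The gene sets scored differ, since the paper's sets are not used here.

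The paper states that the genes of Fig. 2E were upregulated. Of the 28 tested here, 22 were higher, with 8 higher and 3 lower at an adjusted p under 0.05. Those 3 were IFITM3 (-0.35), IFNAR2 (-0.56) and IFI30 (-0.43) on the log2 scale. IFITM3 and IFI30 did not pass after median-ratio scaling. The paper states that the inflammatory response was activated by DSF/Cu. The inflammatory list here had a mean of 0.13 and passed under none of the settings run. Fig. 3B places RFPL4A and RNF223 at a fold change, while both are listed at 0 in every DMSO sample here. The paper states that ER stress and protein ubiquitination were activated after siRNA-NPL4 (Fig. 4J). It also reports Western blots of ER stress and of poly-ubiquitylated proteins (Fig. 4I), which RNA values do not test. The genes labelled in Fig. 3B come from a plot of the DSF/Cu samples and need not be those behind Fig. 4J. After siRNA-NPL4 their mean log2 fold changes were -0.16 (9 ER stress genes) and 0.033 (7 tested ubiquitination genes). No setting called either list as higher, which does not decide the paper's statement.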

Other observations

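The tests of interferon genes, of depth, and of the siRNA seed against DSF/Cu and among the lower genes were chosen only after the results were seen.

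The number of genes past the threshold was compared with that of other splits of the same 6 samples. For DSF/Cu and for siRNA-NPL4 the real grouping was the 1 split of 10 with as many genes called, higher, lower, and higher or lower by more than 1 on the log2 scale, and 3 samples against 3 cannot give a smaller share. Among the lists after DSF/Cu, 1 split gave a mean as large for the type I IFN, ER stress, ubiquitination, ER chaperone, ATF4 and CHOP, heat shock, ubiquitin ligase, proteasome and NRF2 lists. The inflammatory list had 2 such splits, the list of interferon-stimulated genes outside the heatmaps 2 and the interferon-gamma list 10. After siRNA-NPL4, 1 split did for the type I interferon, interferon-gamma, inflammatory, heat shock, proteasome and ER stress lists. It was 2 for the ubiquitin ligase, metallothionein and NRF2 lists, 3 for the interferon-stimulated genes outside the heatmaps, 4 for ER chaperones, and 8 for ATF4 and CHOP targets and for ubiquitination. The means after siRNA-NPL4 of the metallothionein and NRF2 lists were -0.12 and -0.025, and that of the interferon-gamma list after DSF/Cu was 0.012.

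With a GC and length trend removed, 3743 genes were called after DSF/Cu and 3434 after siRNA-NPL4, so such a trend does not account for most calls.

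The correlation of the treatments was matched or exceeded by 9 of 100 pairs of splits, so a resemblance of this size also arises from other groupings. The number of genes whose effects differ was reached by 1 of 100 pairs, the real one, and the largest number of another pair was 1210.

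More genes were lower than higher after DSF/Cu. A larger share of the fixed total taken by a few genes may be the cause. Mitochondrial, metallothionein and heat shock genes took 9.26% to 10.2% of the sum in the DMSO samples and 13.6% to 15.8% in the DSF/Cu samples. Without them, and with each library set to the same sum, the median log2 fold change was -0.045, just within the limit of 0.05 from 0 written before the test, and 44.3% of called genes were higher. Median-ratio scaling (55.8% higher) cannot decide this, since it centres the genes by construction. The depth of the groups differed by -1.77 reads per TPM with overlapping ranges, which argues against depth as the cause.

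Among coding genes, 21 were listed at 0 in all DMSO samples and at 1 TPM or more in all DSF/Cu samples, and 0 the other way. Among processed pseudogenes, 10 were switched on in this way and 3 the other way. More background reads in the DSF/Cu libraries would raise both. The share of processed pseudogenes was above every DMSO library in 0 DSF/Cu libraries, but this rests on DMSO replicate 1 (0.799%). Without it, all 3 DSF/Cu libraries (0.628%, 0.719% and 0.677%) lay above both other DMSO libraries, so the explanation stays open.

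Off-target repression through the seed of the siRNA may lower some genes after siRNA-NPL4. Genes with the 7-base seed match in their 3' UTR had a median log2 fold change 0.077 lower than other genes (a difference of -0.077), and 0 of 209 other orders of the same bases gave one as low. The same genes differed by -0.025 after DSF/Cu, also lower than all 209 orders, so part of the difference also appears without the siRNA. For the difference of the treatments the value was -0.082, again with 0 of 209 as low. Of 1216 lower genes with a 3' UTR, 8.31% have the site, so the seed is not the cause of most lower genes.

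Interferon made by the cells is a candidate explanation of the type I IFN genes. After DSF/Cu, 42 interferon-stimulated genes outside the heatmaps, of which 37 were tested, had a mean log2 fold change of -0.14 (-0.018 relative to the median of all genes), with 28 lower and 9 higher. The list ranged from -0.26 to -0.0062 in the 3 DSF/Cu samples, so it gives no sign of a rise. After centring it lies within its spread around 0 (SD 0.13), with members going both ways, and interferon as the cause stays open. After siRNA-NPL4 the same list had a mean of 0.16, with 27 of 39 genes higher, and did not pass camera (adjusted p = 0.367). IFNE was lower, with a mean of 0.286 TPM against 0.474 TPM in siRNA-NC, which gives no evidence of more interferon. Interferon genes lie near the floor in the samples of both experiments and exclude nothing. The list neither rose past the threshold nor fell after siRNA-NPL4, so the explanation is not excluded there.

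Sterol and fatty acid synthesis genes were lower on average after DSF/Cu, with a mean log2 fold change of -0.37 over 25 genes, or -0.25 relative to the median of all genes (camera adjusted p = 0.00459, fry adjusted p = 0.00631). The test on a whole list argues against a few genes picked from the top. At an adjusted p under 0.05, 15 were lower and 3, HMGCS1, INSIG1 and IDI1, were higher. After siRNA-NPL4 their mean was -0.096, which passed camera (adjusted p = 0.0335) and did not pass fry (adjusted p = 0.0992). The p53 target list had a mean of 0.34 after DSF/Cu (camera adjusted p = 0.0294, fry adjusted p = 0.00455) and 0.11 after siRNA-NPL4 (camera adjusted p = 0.997, fry adjusted p = 0.0197). The medians were only 0.085 and 0.0051. After DSF/Cu 8 of 14 were higher, and the mean rests mostly on GADD45A (2.45), CDKN1A (1.31) and BBC3 (1.10). CDKN1A was lower after siRNA-NPL4 (-0.73). The lysosomal list had a mean of 0.098 after DSF/Cu (camera adjusted p = 0.0271, fry adjusted p = 0.0548). Among NPL4, p97 and its cofactors, 4 of 16 were higher and 1 lower after DSF/Cu at an adjusted p under 0.05, and 3 were higher and 2 lower, NPLOC4 among them, after siRNA-NPL4. NPLOC4 itself had a log2 fold change of 0.15 after DSF/Cu (limma adjusted p = 0.115, 0.0105 to 0.276 over the alternatives).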
